# Vascular microarray profiling in two models of hypertension identifies caveolin-1, Rgs2 and Rgs5 as antihypertensive targets

**DOI:** 10.1186/1471-2164-8-404

**Published:** 2007-11-07

**Authors:** T Hilton Grayson, Stephen J Ohms, Therese D Brackenbury, Kate R Meaney, Kaiman Peng, Yvonne E Pittelkow, Susan R Wilson, Shaun L Sandow, Caryl E Hill

## Abstract

**Background:**

Hypertension is a complex disease with many contributory genetic and environmental factors. We aimed to identify common targets for therapy by gene expression profiling of a resistance artery taken from animals representing two different models of hypertension. We studied gene expression and morphology of a saphenous artery branch in normotensive WKY rats, spontaneously hypertensive rats (SHR) and adrenocorticotropic hormone (ACTH)-induced hypertensive rats.

**Results:**

Differential remodeling of arteries occurred in SHR and ACTH-treated rats, involving changes in both smooth muscle and endothelium. Increased expression of smooth muscle cell growth promoters and decreased expression of growth suppressors confirmed smooth muscle cell proliferation in SHR but not in ACTH. Differential gene expression between arteries from the two hypertensive models extended to the renin-angiotensin system, MAP kinase pathways, mitochondrial activity, lipid metabolism, extracellular matrix and calcium handling. In contrast, arteries from both hypertensive models exhibited significant increases in caveolin-1 expression and decreases in the regulators of G-protein signalling, Rgs2 and Rgs5. Increased protein expression of caveolin-1 and increased incidence of caveolae was found in both smooth muscle and endothelial cells of arteries from both hypertensive models.

**Conclusion:**

We conclude that the majority of differences in gene expression found in the saphenous artery taken from rats with two different forms of hypertension reflect distinctive morphological and physiological alterations. However, changes in common to caveolin-1 expression and G protein signalling, through attenuation of Rgs2 and Rgs5, may contribute to hypertension through augmentation of vasoconstrictor pathways and provide potential targets for common drug development.

## Background

Hypertension is a complex condition with many contributory genetic and environmental factors [1], which have constrained identification of the genes, biochemical pathways and pathophysiological processes that accompany its development. Hypertension is a critical risk factor for stroke, renal failure and cardiovascular disease and has been associated with a range of well recognized complications, including congestive heart failure, left ventricular hypertrophy, and atherosclerosis, and with more subtle structural and functional changes to target organs and tissues occurring as a consequence of enhanced salt sensitivity [2], enhanced angiotensin II sensitivity [3] and structural modifications to the arterial wall [4,5]. Genetic factors are thought to partly account for structural changes by directly influencing the quantity, density and organization of the extracellular matrix and also indirectly through association with risk factors such as age, gender, blood pressure, total and high-density lipoprotein cholesterol, smoking and diabetes [6].

A variety of both genetic, such as the spontaneously hypertensive rat (SHR), and nongenetic, such as glucocorticoid-induced hypertension, animal models of hypertension have been developed [7]. Administration of adrenocorticotropic hormone (ACTH) to rats provides a quick and reproducible means of inducing hypertension by stimulating the adrenal production of corticosterone [8]. ACTH-induced hypertension was originally thought to involve altered kidney function and loss of control of blood volume [9] but is now known to involve disruption of the nitric oxide synthase (NOS) pathway at various points, affecting NO bioavailability, oxidative stress and function of the endothelium [10,11]. The genetically hypertensive SHR is a renin-angiotensin system-dependent model of hypertension that also exhibits oxidative stress and disrupted endothelial NOS (eNOS) activity [12,13]. Such convergence in effectors holds the promise of some overlap in causative factors.

Hypertension is generally characterized by remodeling of arteries, such as thickening of the media and intima, reduced lumen diameter and reduced distensibility [14]. Endothelial dysfunction is also a characteristic of hypertension and alterations to endothelial morphology and density have been described [15-17]. Resistance vessels have a primary role in autoregulation of the blood supply to the vascular bed and changes to their structure and function are crucial to the onset of target organ damage [4]. Angiotensin II has a prominent role in affecting resistance vessels as a pro-inflammatory stimulator of signaling pathways promoting vascular growth, remodeling and oxidative stress [18,19]. Both hypertrophic and eutrophic remodeling have been documented in arteries of SHR, perhaps related to the size of the vessel and intraluminal pressures experienced [20-23]. Whether similar changes to resistance vessels accompany ACTH-induced hypertension is not known. Microarray expression profiling offers a means of studying the modifications to global gene expression that accompany these events [24] and hence may provide novel insights into potential targets for common therapeutic intervention. The aim of the present study was therefore to compare gene expression and morphology of a resistance artery from adult normotensive Wistar-Kyoto (WKY) rats, SHR and ACTH-induced hypertensive rats; the latter two as representatives of renin-angiotensin-dependent and steroid-dependent hypertension, respectively. Although the majority of genetic changes differed between the two hypertensive models, changes in common were found to caveolin-1 expression and the regulators of G protein signalling, Rgs2 and Rgs5.

## Results

Blood pressure of SHR and ACTH-treated rats was significantly elevated over that of age-matched WKY rats (Table 1).

**Table 1:** Morphological characteristics of primary branches of the saphenous artery

Parameter	WKY	ACTH	SHR
Systolic BP (mmHg)	123 ± 5 (5)	146 ± 3* (10)	187 ± 4* (9)
Circumference (μm)	745 ± 36 (4)	628 ± 51 (7)	610 ± 22 (6)
Mean SMC layers	7.2 ± 0.1 (4)	6.7 ± 0.4 (7)	8.7 ± 0.4* (5)
Area of EC (μm^2^)	392 ± 9 (5)	438 ± 13* (6)	279 ± 4* (3)
MEGJs/EC	0.1 ± 0.08 (4)	0.06 ± 0.04 (4)	0.03 ± 0.03 (3)

Mean ± SEM; number of animals in parentheses. *p < 0.05 compared to WKY. Myoendothelial gap junctions (MEGJs) are expressed per endothelial cell (EC). Measurement of EC area from 150 cells (WKY), 76 cells (ACTH) and 45 cells (SHR). SMC = smooth muscle cell. Data for WKY from reference [49].

### Anatomy of saphenous arteries from normotensive and hypertensive rats

The internal vessel circumference of arteries taken from both ACTH-treated rats and SHR showed a trend towards a decrease, compared with WKY, although only saphenous arteries from SHR exhibited hypertrophy of the smooth muscle cell layers (Figure 1, Table 1). In the endothelium, there was a significant reduction in the area of endothelial cells in SHR, while area was significantly increased during ACTH-treatment (Table 1). There was no significant difference between experimental groups in the density of myoendothelial gap junctions per endothelial cell, which were rarely encountered in either WKY, SHR or ACTH-treated rats (Table 1).

**Figure 1:**
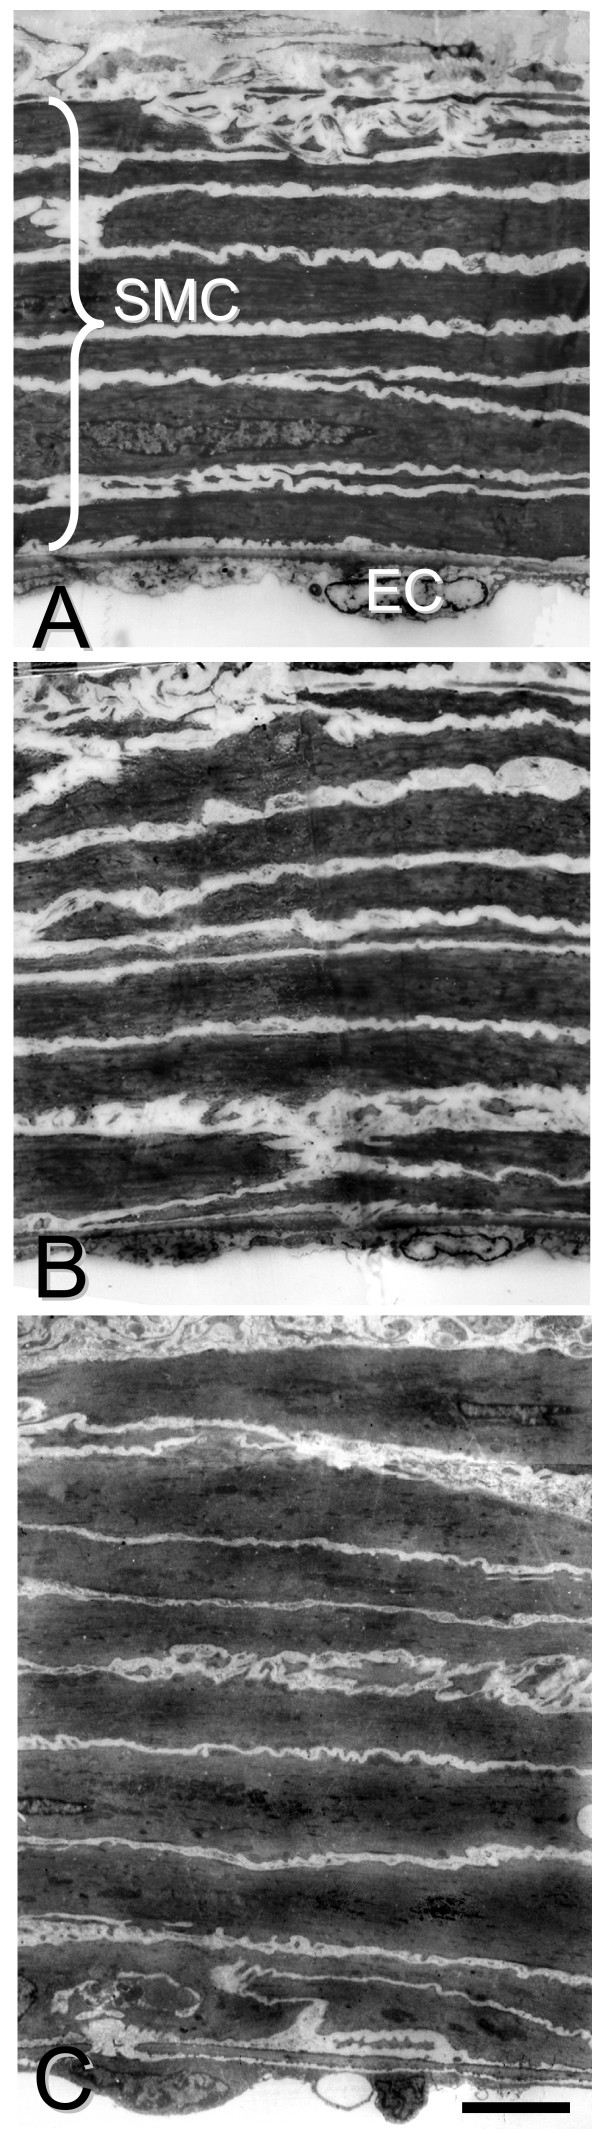
**Typical morphology of saphenous arteries from 16 week normotensive and hypertensive animals**. Fewer smooth muscle layers were present in vessels from normotensive WKY (A) and hypertensive ACTH (B) than in SHR (C). Bar, 10 μm.

### Assessment of RNA degradation

The extent of RNA degradation was assessed by comparing the MAS5-derived 3'/5' and 3'/M' (middle) ratios of the housekeeping genes, GAPDH and hexokinase sample (Table 2). 

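RNA from the first lateral branch of the saphenous artery was measured on 9 RAE230A arrays, 3 each for WKY, ACTH-treated WKY and SHR, and each array held RNA pooled from several rats. The authors processed the arrays with MAS5 and deposited 1 intensity per probeset and array on a linear scale, without detection calls; the calls used here come from Tables S1-S14. Trimming 2% of the signals at each end left a mean of 149.6 to 149.9 on every array, and the median signal was 52.3 to 57.2 in WKY, 57.1 to 58.1 in ACTH and 52.9 to 56.2 in SHR. Of 15923 probesets, 57 are Affymetrix controls, and the 9098 others with the highest third-highest signal were kept, which put the minimum of that signal at 44.3. The number 9098 is the paper's, since the rule of presence in all replicates of a group could not be applied without the calls. Log2 signals were compared between groups with limma (empirical Bayes, 6 residual and 4.44 prior degrees of freedom), and p-values were adjusted over the kept probesets by the Benjamini-Hochberg method. A probeset is called changed at an adjusted p under 0.05, errors of fold changes are standard errors, and other errors are standard deviations. Where the tables give no present call in a group, the fold is printed as a lower bound, computed after signals below the lowest signal of a tabled probeset called present on the same array (11.7 to 17.1) were raised to it; where none lies below, the bound equals the fitted fold. The arrays were scanned on 4 days: the 3 ACTH arrays with SHR 3, SHR 1 and SHR 2 with WKY 2, and WKY 1 and WKY 3 each alone. Within a day SHR can be set against WKY and against ACTH, but no day holds both ACTH and WKY arrays. A fit with scan day as a block therefore compares SHR 1 and SHR 2 with WKY 2 alone, and SHR 3 alone with the ACTH arrays. Its ACTH against WKY change runs through SHR 3 and WKY 2. No spread among WKY arrays enters this fit, so SHR calls kept or lost against WKY with the block rest on 1 WKY array.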

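GAPDH, the glycolytic enzyme used as a measure of RNA length, had a 3'/5' ratio of 5.41 ± 0.541 in WKY, 4.05 ± 0.437 in ACTH and 4.17 ± 0.860 in SHR (n = 3 arrays per group). Its 3'/M ratio was 1.77 ± 0.118 in WKY, 1.67 ± 0.0474 in ACTH and 1.42 ± 0.124 in SHR, and all 9 values lay between 1.32 and 1.90. Beta-actin, a cytoskeletal protein whose probesets sit on the same arrays, had 3'/5' ratios of 12.1 ± 2.06, 9.01 ± 0.655 and 8.81 ± 0.409 in the same order. The WKY arrays lay above all ACTH arrays for the GAPDH and the beta-actin 3'/5' ratios (two-sided exact permutation p = 0.1 for each, the smallest value that 3 against 3 arrays can give). For SHR against WKY the exact p was 0.2 for the GAPDH 3'/5' ratio and 0.1 for the GAPDH 3'/M and the beta-actin 3'/5' ratios. For ACTH against WKY the GAPDH 3'/M ratios of the arrays overlapped (exact p = 0.2). By the 3'/5' ratios, ACTH against WKY fold changes may therefore be taken between RNA of different 3' weighting.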

The 3'/5' ratios for GAPDH for all 12 samples were in the range 3–7, which is acceptable for doubly-amplified RNA, while the 3'/M' ratios for GAPDH were less than 2. Similar data were found for the 3'/5' and 3'/M ratios for hexokinase although some of the ratios tended to be greater than those for GAPDH, perhaps due to the longer hexokinase transcripts (3653 bp, versus 1268 bp for GAPDH).

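Hexokinase, which phosphorylates glucose, had a 3'/5' ratio of 4.14 ± 4.04 in WKY, 6.86 ± 4.94 in ACTH and 2.53 ± 0.881 in SHR (n = 3 arrays per group), from 1.61 to 12.5 over the 9 arrays. The 3'/M ratios were 2.35 ± 1.77, 1.61 ± 1.25 and 1.74 ± 1.32, and ran from 0.394 to 4.22. For the 3'/M ratio the two-sided exact permutation p of the pairs of groups was 0.6 to 0.9, while the 3'/5' ratio of every ACTH array exceeded that of every SHR array (exact p = 0.1). The 5' signals were 1.51 to 9.23, and the M signals 3.11 to 8.45 on 5 of 9 arrays, below the lowest signals called present (11.7 to 17.1), so these ratios have denominators not above background and their p-values say little about RNA length; in WKY the standard deviation of the 3'/5' ratio nearly equalled its mean.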

**Table 2:** MAS5-derived 3'/5' and 3'/M' (in brackets) ratios of housekeeping genes.

**Array name**	**RAT-GAPDH**	**RAT-HEXOKINASE**
SHR1	3.57 (1.38)	2.55 (3.05)
SHR2	3.79 (1.32)	1.63 (1.80)
SHR3	5.16 (1.55)	3.39 (3.42)
WKY1	5.35 (1.89)	2.01 (4.23)
WKY2	5.99 (1.76)	1.61 (2.15)
WKY3b	4.91 (1.66)	8.79 (0.69)
ACTH1	3.96 (1.64)	3.56 (3.02)
ACTH2	4.52 (1.72)	4.48 (0.72)
ACTH3	3.67 (1.64)	12.54 (1.08)

### Statistical analysis of microarrays

Of the 15,878 probesets on each array, 9098 were present in all replicates of at least one experimental group (Affymetrix MAS5 Statistical Algorithm) and considered for further analysis. 

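Ptprj, a receptor tyrosine phosphatase, Basp1, a membrane-attached signalling protein, and Pik3r1, the regulatory subunit of phosphatidylinositol 3-kinase, varied among WKY, ACTH and SHR arteries (n = 3 arrays per group). Their adjusted p in limma's F test was 3.07e-07, 1.56e-06 and 2.27e-05. Csnk2a1, a catalytic subunit of casein kinase 2 (0.00113), Igfbp3, a carrier of insulin-like growth factors (0.00224), and Minpp1, an inositol polyphosphate phosphatase (0.00239), also varied among the groups. In all, 373 probesets had an adjusted F p under 0.05. Without moderation, the methods' F test gave 879 probesets at a p of 0.02 or less and 145 at 0.001 or less. The count was 63 with all non-control probesets, 41 with scan day as a block, 177 with the GAPDH 3'/5' ratio as a covariate and 732 with array weights, and as low as 161 with 1 array left out.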

One-way ANOVA on each of the 9098 probesets showed significant differences in expression of 870 genes amongst the 3 experimental groups (F-test p value cutoff of 0.02) or 136 genes (p value cutoff of 0.001). The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus (GEO) at the following website [25] and are accessible through GEO Series accession number GSE8051.

The 50 most significant probesets found by ANOVA were superimposed on a GE-biplot of the 9098 probesets present in all arrays of at least one experimental group (Figure 2A). The locations of the probesets are shown as red asterisks with the 50 most significant genes indicated. The locations of the arrays are connected to the centre of the plot and labelled by their respective names. Figure 2A shows that the replicates within each experimental group are clustered together relative to the other groups, indicating consistency in measurement. In this genome-wide view the three experimental groups, WKY, ACTH and SHR groups are well separated, providing evidence of overall transcriptional differences between the groups.

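Arteries of the same group resembled each other more than arteries of different groups: the mean Pearson r of log2 signals was 0.963 within groups and 0.943 between them (n = 9 arrays). ACTH arrays were the most alike (0.973), with 0.958 within WKY and 0.958 within SHR. WKY lay nearer to ACTH (0.951) than to SHR (0.937), and ACTH and SHR arrays had a mean r of 0.941. Complete-linkage clustering on Euclidean distance and on correlation, each taken to 3 clusters, gave the 3 groups, and the first 2 principal components held 29.4% and 20.2% of the variance. Each array was closest to an array of its own group in 8 of 9 cases; WKY 2 was closest to ACTH 1 (0.962). Within minus between was 0.0202, and of 100 splits of the arrays into 3 groups of 3 no other exceeded 0.0130. Over all non-control probesets within minus between was 0.0058, and with the GAPDH 3'/5' ratio as a covariate 0.0128. At a mean signal of at least 100 it was 0.0260. Scan day runs partly along the groups, since the 3 ACTH arrays share a day.

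**Figure D1:**
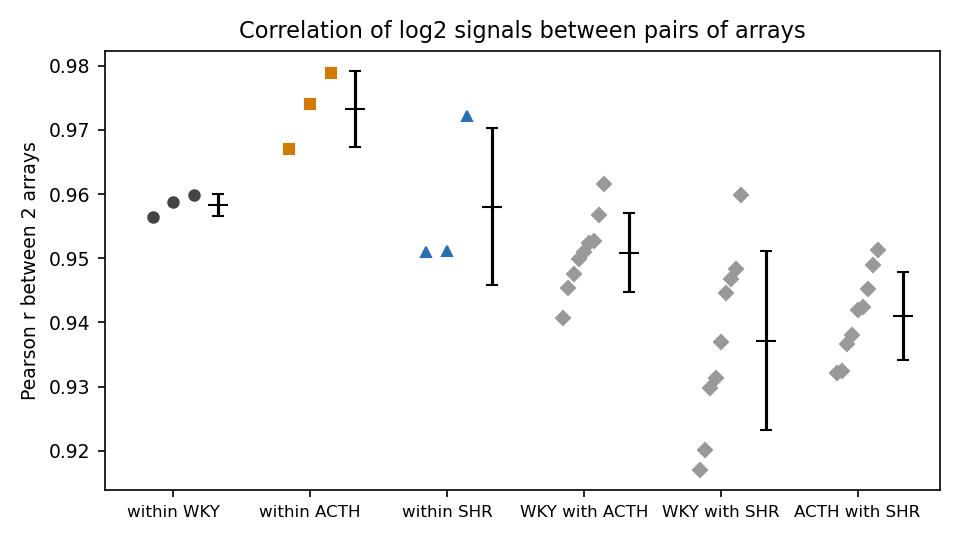
Pearson r of log2 signals for each pair of arrays by pair of groups; each point is 1 pair, bars are mean ± SD. Pairs within a group lie highest (ACTH mean 0.973) and WKY with SHR lowest (0.937).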

**Figure 2:**
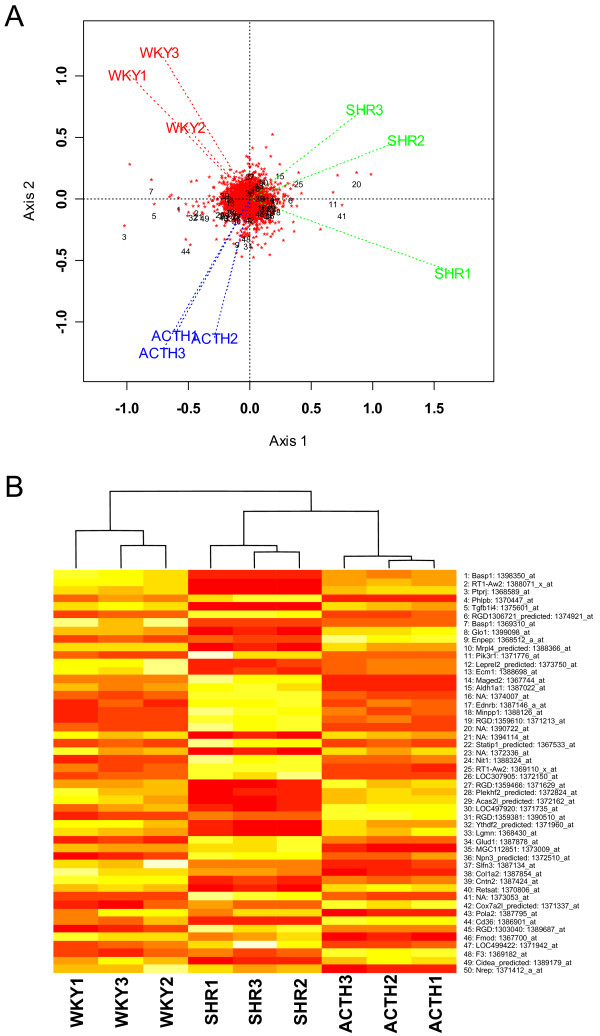
**Clustering of arrays visualised by two different methods**. A. GE-biplot of the 9098 probesets (red asterisks) with the first 50 (1 = most significant), as ranked by ANOVA, indicated. The position of each array is shown as a label joined by a dotted line to the origin. B. A heat map (white: up-regulated; red: down-regulated) using hierarchical clustering with complete linkage for the columns only. The rank order of the p-values, gene names and Affymetrix IDs are included on the right and correspond to the numbering in A.

The genes separating from the dense group in the centre of Figure 2A have relatively high variance. The labelled genes have a statistically significant difference in their means in the three groups. 

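Ptprj had a mean log2 signal of 7.17 in WKY, 7.28 in ACTH and 1.62 in SHR (n = 3 arrays per group), at least 9.82-fold lower in SHR than in WKY (adjusted p = 3.65e-07). Lgmn, a lysosomal endopeptidase (-0.94 ± 0.14, adjusted p = 0.00629), and Cidea, a lipid droplet protein (-1.90 ± 0.23, adjusted p = 0.00202), fell in SHR, whereas against WKY their change in ACTH was 0.09 ± 0.14 and 0.18 ± 0.23. The class I histocompatibility gene RT1-Aw2 fell on 1 probeset (-2.55 ± 0.12, adjusted p = 2.64e-06) and rose on another (1.76 ± 0.21, adjusted p = 0.00203), so the gene's direction is open. In total 55 probesets were lower in SHR than in both other groups without a call for ACTH against WKY. With scan day as a block Ptprj kept its call (adjusted p = 0.00212), while Cidea gave -1.92 ± 0.33 (adjusted p = 0.0943) and Lgmn -0.76 ± 0.20 (0.241).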

Generally the statistically significant genes on the left of the plot have relatively low expressions in SHR but high and approximately equal expression in WKY and ACTH. Those statistically significant genes on the right of the centre have relatively high expression values in SHR and low and approximately equal expression in WKY and ACTH. These patterns in gene expression are the dominant genome-wide patterns. However there are a number of genes which are relatively highly expressed in ACTH (eg. 9, 31, 48) compared to WKY and SHR.

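Glud1, glutamate dehydrogenase of mitochondria (0.93 ± 0.13, adjusted p = 0.00503 for SHR against WKY), Minpp1 (1.25 ± 0.14, adjusted p = 0.00163) and Rtel1, a DNA helicase that acts at telomeres (1.71 ± 0.16, adjusted p = 0.000392), rose in SHR (n = 3 arrays per group). Against WKY the same genes changed by 0.34 ± 0.13, 0.24 ± 0.14 and -0.15 ± 0.16 in ACTH, none of them called. Elp2, an elongator subunit, rose by 0.91 ± 0.14, adjusted p = 0.00645, and the class I gene RT1-CE16 was called too. A further probeset of Glud1 gave 0.31 ± 0.13, adjusted p = 0.272. Together 48 probesets were higher in SHR than in both other groups with no call for ACTH against WKY. RT1-CE16 kept its call with scan day as a block (adjusted p = 0.00212), while Minpp1 (1.19 ± 0.23, adjusted p = 0.135), Glud1 (1.05 ± 0.20, adjusted p = 0.129), Rtel1 (adjusted p = 0.0707) and Elp2 (1.00 ± 0.21, adjusted p = 0.168) lost theirs, with folds of about the same size and wider errors on 3 residual degrees of freedom.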

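Enpep, the aminopeptidase A that cleaves angiotensin II (1.65 ± 0.15, adjusted p = 0.00456 for ACTH against WKY), Ms4a6bl1, a membrane protein of leukocytes (1.82 ± 0.19, adjusted p = 0.00456), and F3, tissue factor (1.28 ± 0.16, adjusted p = 0.00732), rose with ACTH (n = 3 arrays per group). All of them were also higher in ACTH than in SHR, by -1.54, -1.20 and -0.98 as SHR minus ACTH (adjusted p = 0.000679, 0.00859 and 0.0105). The other Enpep probeset was not called (0.07 ± 0.21, adjusted p = 0.931). Over all kept probesets 19 were higher and 24 lower in ACTH than in both WKY and SHR with no call for SHR against WKY; among the lower ones were Fmod, fibromodulin (-1.18 ± 0.14, adjusted p = 0.00553), and Nrep, a regulator of matrix formation (-1.58 ± 0.19, adjusted p = 0.00553). Macrophage genes as a list were also higher in ACTH (camera adjusted p = 9.51e-10; 0.207 with an estimated correlation), which concerns Ms4a6bl1, whose family is expressed by these cells. With scan day as a block Enpep gave 1.63 ± 0.29 (adjusted p = 0.269) and F3 1.28 ± 0.28 (0.325), neither past 0.05.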

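Basp1, Plekhf2, an endosomal protein, and Aldh1a1, which makes retinoic acid, stand for different patterns among the probesets of Figure 2B (n = 3 arrays per group). The mean log2 signal of Basp1 was 9.51 in WKY, 8.74 in ACTH and 6.01 in SHR, that of Plekhf2 8.18, 8.15 and 6.86, and that of Aldh1a1 6.22, 4.67 and 6.88. Of the 50 probesets, 15 were called lower and 12 higher in SHR than in both other groups, and 3 were called higher and 5 lower in ACTH than in both others. An adjusted F p under 0.05 was reached by 48. Taken to 3 clusters on these probesets, the arrays fell into WKY, ACTH and SHR. The probesets were picked on the same arrays, so this grouping is no independent evidence.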

The heat map of the 50 most significant genes in Figure 2B shows that the arrays cluster according to experimental groups but the experimental groups differ substantially, in agreement with clustering in the GE-biplot.

### Validation of microarray results by quantitative PCR

Eleven out of 12 genes (6 in SHR, 6 in ACTH) which showed significant variation from WKY in the microarrays were validated by quantitative PCR (Table 3). 

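Pik3r1 had a signal of 679.5 ± 275 in SHR against 51.5 ± 4.38 in WKY, a log2 fold change of 3.66 ± 0.23, adjusted p = 1.91e-05 (n = 3 arrays per group). Des, the intermediate filament desmin of muscle, fell in SHR (-1.45 ± 0.22, adjusted p = 0.00708), and Myof, a membrane repair protein, rose (0.71 ± 0.15, adjusted p = 0.0343). In ACTH arteries Igfbp3 rose on both probesets (1.74 ± 0.20, adjusted p = 0.00553; 1.76 ± 0.21, adjusted p = 0.00553), and the probeset that Table 3 lists for transferrin reached 2.03 ± 0.43, adjusted p = 0.0542. Gas5, a non-coding RNA of growth arrest, gave 0.66 ± 0.16, adjusted p = 0.106 in ACTH. Pik3r1 kept its SHR call with scan day as a block (adjusted p = 0.0148), on 3 residual degrees of freedom. Des (-1.47, adjusted p = 0.195) and Myof (0.601, adjusted p = 0.374) lost their SHR calls with that block. Igfbp3 lost its ACTH calls with it (adjusted p = 0.325 and 0.392), at changes of about the same size. Over all kept probesets 7 of the 28 comparisons of Table 3 passed 0.05, and 12 did when p was adjusted over the table alone. By the paper, 9 of the 13 genes were chosen for a change on these arrays, which makes the second count no independent evidence for them. The other Pik3r1 probeset moved the opposite way without passing the test (-0.85 ± 0.24, adjusted p = 0.116).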

The one variant gene (adenylate cyclase3) was significantly different in the SHR by microarray, but found not to differ from WKY by quantitative PCR. In contrast, four of 14 genes (7 in SHR, 7 in ACTH) which did not show any significant difference in expression in the microarrays relative to WKY, were found to be significantly different to WKY when assayed using quantitative PCR (Table 3). Three of these genes were found to be decreased in expression relative to WKY and one gene increased in expression (Table 3). These data concord with a recent analysis of microarray data which showed a high false-negative rate, or low sensitivity, especially in the case of genes showing small fold-changes [26].

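Adcy3, which makes cyclic AMP, had a signal of 636 ± 104 in WKY, 444 ± 37.6 in SHR and 426 ± 7.97 in ACTH (n = 3 arrays per group). Its log2 fold change was -0.51 ± 0.15, adjusted p = 0.133 in SHR and -0.57 ± 0.15, adjusted p = 0.13 in ACTH, so neither passed after adjustment. At the methods' thresholds for the F test (0.02) and the contrast (0.015), without adjustment, it passed in both models.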

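Nos3, endothelial nitric oxide synthase, differed from WKY by 0.27 ± 0.28, adjusted p = 0.666 in SHR and by 0.01 ± 0.28, adjusted p = 0.995 in ACTH (n = 3 arrays per group). The vascular connexins were not called: Gja4 changed by -0.06 ± 0.14, adjusted p = 0.885 and -0.27 ± 0.14, adjusted p = 0.503, Gja5 by 0.18 ± 0.21, adjusted p = 0.715 and -0.02 ± 0.21, adjusted p = 0.984, and Gja1 by 0.36 ± 0.21, adjusted p = 0.43 and -0.06 ± 0.21, adjusted p = 0.946. The spread of these estimates sets the size of change that 3 arrays can detect: simulated changes of 1 on the log2 scale were found in 65.2% of cases for SHR and changes of 0.5 in 4.6%.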

**Table 3:** Validation of microarray data using quantitative PCR

Affymetrix ID	Accession No.	Gene name	Fold-change of signal Microarray		Fold-change of signal qPCR		Validate	
			
			SHR	ACTH	SHR	ACTH	SHR	ACTH
1387128_at	NM_130779.1	Adcy3, adenylate cyclase 3	0.70*	0.67*	1.01	0.37*	No	Yes
1370131_at	NM_031556.1	Cav1, caveolin 1	2.88*	2.51*	10.76*	2.53*	Yes	Yes
1367600_at	NM_022531.1 BC061872	Des, desmin	0.38*	0.87	0.58*	0.76	Yes	Yes
1371166_at	NM_021838.2 AJ011116.1	NOS3, eNOS, endothelial nitric oxide synthase	1.26	1.00	0.89	0.72	Yes	Yes
1373499_at	BF287008 U77829	Gas5, growth arrest specific 5	0.77*	1.59*	0.18*	1.55*	Yes	Yes
1386881_at	NM_012588.1	Igfbp3, insulin-like growth factor binding protein 3	1.22	3.38*	0.87	2.07*	Yes	Yes
1375857_at	AW917760 XM_220031	Myof, myoferlin	1.64*	0.90	2.52*	1.01	Yes	Yes
1371776_at	AA819268 NM_013005	Pik3r1, PI3 kinase regulatory subunit polypeptide 1	13.21*	1.12	2.30*	2.04*	Yes	No
1368144_at 1387074_at	AF321837.1 AY043246.1	Rgs2, regulator of G-protein signaling 2	1.12 0.84	0.46* 0.52*	0.63*	0.19*	No	Yes
1370228_at	X77158	Tf, transferrin	1.44	3.40*	0.65*	1.80*	No	Yes
1370023_at	NM_021654.1 M76532	Gja4, connexin37, Cx37	0.96	0.82	0.79	1.06	Yes	Yes
1368473_at	NM_019280.1 BC070935 M83092	Gja5, connexin40, Cx40	1.09	0.95	0.73	1.36	Yes	Yes
1372002_at	AI411352 NM_012567	Gja1, connexin43, Cx43	1.27	0.96	0.36*	1.07	No	Yes

* significantly different from WKY.

Two microarray values for Rgs2 represent 2 different Affymetrix probesets.

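Rgs2, which shortens signalling of Gq-coupled receptors, is read by probesets of different brightness (n = 3 arrays per group). The brighter had a signal of 945 ± 33.4 in WKY, 489 ± 16.1 in ACTH and 794 ± 119 in SHR, and the dimmer 168 ± 72.4, 76.8 ± 10.3 and 188 ± 32.6. Relative to the spread, the WKY arrays varied more on the dimmer probeset, and in SHR its mean lay above that of WKY while the brighter one lay below.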

### Differentially and co-ordinately expressed genes between the two models of hypertension

Genes that were identified as significantly altered in expression by ANOVA in eight multiple comparisons of SHR and ACTH relative to WKY are given in Additional Files 1, 2, 3, 4, 5, 6, 7, 8: Tables S1–8. 

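Basp1 fell in SHR on both probesets (-3.50 ± 0.14, adjusted p = 6.29e-07; -5.16 ± 0.26, adjusted p = 3.33e-06, at least 11.2-fold), as did Prss35, a protease-like secreted protein (-3.15 ± 0.32, adjusted p = 0.000753), and Sema4b, a semaphorin (at least 4.27-fold; -2.97 ± 0.30, adjusted p = 0.000787; n = 3 arrays per group). Enpp1, which cleaves extracellular ATP, rose at least 3.67-fold (2.14 ± 0.27, adjusted p = 0.00268), the chemokine Ccl11 at least 4.17-fold (2.80 ± 0.50, adjusted p = 0.019) and Fry, a microtubule-binding protein, by 2.04 ± 0.22, adjusted p = 0.00103. Creg1, a secreted glycoprotein of lysosomes (2.44 ± 0.43, adjusted p = 0.0173), and 1 probeset of Cbl, a ubiquitin ligase (1.97 ± 0.31, adjusted p = 0.0077), also rose. The other Cbl probeset was not called (-0.19 ± 0.13, adjusted p = 0.509). Relative to WKY, 88 probesets were called higher and 98 lower in SHR at an adjusted p under 0.05, a balance that turns to 96 and 85 under median centring and 127 and 87 without WKY 2. All 186 separate the 3 SHR from the 3 WKY arrays without overlap, as do 19.4% of the kept probesets and 10% by chance. Sequence differences between the strains are a limit here: Csnk2a1 rose on 1 probeset (3.40 ± 0.32, adjusted p = 0.000508) while its others gave 0.00 and -0.10, and of 44 called probesets with another kept one for the gene 79.5% share the sign, with a median ratio of 0.505. Endothelial genes as a list were higher in SHR (camera adjusted p = 0.000697; 0.194 with an estimated correlation), and RNA quality differs too: GAPDH 3'/M and beta-actin 3'/5' ratios were lower in SHR than in WKY, and 34 probesets pass with the GAPDH 3'/5' ratio as a covariate. With scan day as a block, on 3 residual degrees of freedom, 26 probesets pass (9 higher, 17 lower), and the median ratio of the change with the block to that without it is 1.01 over the 186. Of the genes named here, Basp1, Prss35 and Sema4b keep their calls with the block. Ccl11 (1.47, adjusted p = 0.386), Creg1 (1.23, 0.0858), Enpp1 (1.68, 0.196), Fry (2.06, 0.119), Cbl (1.38, 0.19) and Csnk2a1 (3.45, 0.0858) lose theirs.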

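Per1 (-2.92 ± 0.55, adjusted p = 0.0345 for ACTH against WKY), Dbp (-2.76 ± 0.47, adjusted p = 0.023) and Nr1d1 (-2.35 ± 0.33, adjusted p = 0.00923), transcriptional regulators of the circadian clock, were lower in ACTH arteries (n = 3 arrays per group). The paper gives no hour at which arteries were taken, so time of day could not be separated from ACTH for these genes. Rbp4, the plasma carrier of retinol (3.00 ± 0.37, adjusted p = 0.00668), Angptl4, an inhibitor of lipoprotein lipase (1.94 ± 0.27, adjusted p = 0.00853), and Nfil3, a clock-linked repressor (at least 3.49-fold; 1.80 ± 0.32, adjusted p = 0.0277), rose. Mfap4, a microfibril protein (-2.35 ± 0.38, adjusted p = 0.0176), and Mt3 (-2.46 ± 0.33, adjusted p = 0.00852) fell. The ACTH arteries had 50 probesets called higher and 60 lower than WKY (88 and 45 without WKY 2), all 110 without overlap of arrays, against 20.5% of all kept probesets. For this comparison RNA quality differs as well, and cell content may: GAPDH and beta-actin 3'/5' ratios were lower in ACTH arrays, and macrophage genes were higher as a list (camera adjusted p = 9.51e-10; 0.207 with an estimated correlation). No probeset passes with scan day as a block (limma; 845 at an unadjusted p under 0.05), with the GAPDH ratio as a covariate (771) or with all non-control probesets (1434). The methods' tests leave 5 after adjustment, whereas array weights call 201. The scan day block leaves 3 residual degrees of freedom; over the 110 its changes have a median ratio of 1.06 to those without it, an estimate that runs through SHR 3 and WKY 2.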

Genes identified in six dual comparisons of either SHR or ACTH with WKY are given in Additional Files 9, 10, 11, 12, 13, 14: Tables S9–14. Gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values are provided. The biological association networks of selected genes for each model of hypertension are shown in Figure 3A,B.

**Figure 3:**
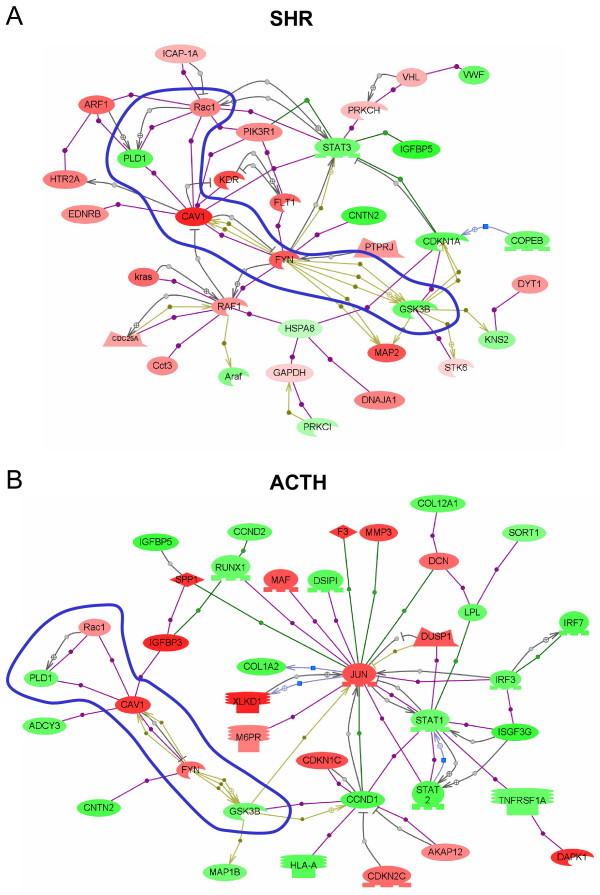
**Biological association networks of interactions between selected differentially expressed genes in SHR (A) and ACTH-induced models of hypertension (B)**. Probesets selected for input had an overall ANOVA p-value ≤ 0.02 and a t-test value ≤ 0.015 for the contrasts between SHR and WKY (483 probesets) or ACTH and WKY (377 probesets), respectively. Genes are color-coded according to the log_2_-fold change of the mean value of gene expression in SHR or ACTH compared to WKY. Red indicates up-regulated expression compared to WKY, green down-regulation. Blue shape surrounds coordinate changes in the two models. Oval = protein; oval with cutout = kinase; oval with flat base = transcription factor; polygon with flat base = phosphatase; rectangle with small base = receptor; diamond = ligand; blue square = expression; grey circle = direct regulation; purple circle = binding; green circle = promoter binding; khaki hexagon = protein modification.

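Cdkn1a, the cell cycle inhibitor p21 (-1.25 ± 0.20, adjusted p = 0.00982 in SHR), Lox, which crosslinks collagen (-0.74 ± 0.15, adjusted p = 0.0372), and Timm22, of the mitochondrial inner membrane translocase (-0.72 ± 0.16, adjusted p = 0.0466), are lower in SHR at the methods' thresholds and after adjustment (n = 3 arrays per group). In ACTH, Slit3, a guidance ligand (-0.91 ± 0.17, adjusted p = 0.0362), Ddit4, an inhibitor of mTOR (-1.40 ± 0.22, adjusted p = 0.0175), and Spp1, osteopontin (1.41 ± 0.23, adjusted p = 0.0189), pass both. Each of these calls ends with scan day as a block, on 3 residual degrees of freedom. In SHR Cdkn1a then gave -1.67, Lox -0.53 and Timm22 -0.67, and in ACTH Slit3 -1.21, Ddit4 -1.43 and Spp1 1.78. The methods' thresholds, an F p of 0.02 and a contrast p of 0.015 without adjustment, gave 500 probesets for SHR against WKY (256 higher, 244 lower) and 376 for ACTH against WKY (164 higher, 212 lower). These include 185 of the 186 and 109 of the 110 probesets called at an adjusted p under 0.05.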

Table 4 summarises the changes in genes which relate to a range of processes or pathways which could impact on blood pressure regulation. 

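Emcn, a sialoglycoprotein of endothelial cells, rose in SHR (1.15 ± 0.20, adjusted p = 0.0167), and Vwf, von Willebrand factor, fell (-1.28 ± 0.21, adjusted p = 0.0117; n = 3 arrays per group). In ACTH arteries Mmrn1, a carrier of factor V (1.57 ± 0.26, adjusted p = 0.019), and Pdpn, podoplanin (1.26 ± 0.23, adjusted p = 0.029), rose, and Thbd, the thrombin receptor thrombomodulin, rose in both models (0.90 ± 0.20, adjusted p = 0.0489 in SHR; 1.00 ± 0.20, adjusted p = 0.0425 in ACTH). The other Thbd probeset had the same sign and was called in neither (0.56, adjusted p = 0.146 in SHR, and 0.55, adjusted p = 0.194 in ACTH). Acta1, skeletal alpha-actin (0.92 ± 0.15, adjusted p = 0.0105), and Kcnmb1, a subunit of the calcium-activated potassium channel of smooth muscle (1.56 ± 0.26, adjusted p = 0.0105), rose in SHR, and Pcsk1, a prohormone convertase (-1.91 ± 0.28, adjusted p = 0.00592), fell. With scan day as a block Kcnmb1 kept its call (2.21, adjusted p = 0.037). The other genes named here lost theirs, among them in SHR Emcn (0.85, 0.211), Vwf (-1.48, 0.113), Thbd (0.77, 0.346), Acta1 (1.12, 0.101) and Pcsk1 (-1.45, 0.218). Of the 120 probeset entries that Table 4 gives for SHR, 119 were kept, 117 moved in the printed direction and 38 passed an adjusted p of 0.05; for ACTH the numbers were 90, 89, 88 and 27. Adjusted over the tabled probesets alone, 88 of 135 passed in SHR and 61 in ACTH; these genes were selected on the same arrays, so this is no independent evidence. The list of 16 endothelial cell genes was higher in SHR (median 0.37; camera, adjusted p = 0.000697, and adjusted p = 0.194 with an estimated correlation), beside the single endothelial genes. Beside Acta1, the list of 9 skeletal muscle genes was higher in SHR (median 0.38, camera adjusted p = 0.0444, and 0.366 with an estimated correlation).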

The majority of changes reflect the specific morphological and physiological alterations occurring in the two different types of hypertension. 

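Interferon-stimulated genes, such as Mx1, a dynamin-like antiviral protein (-2.23 ± 0.30, adjusted p = 0.00852), were lower in ACTH (n = 3 arrays per group; median of 22 genes -0.49, adjusted p = 3.2e-12 by camera with a preset correlation; 0.091 with an estimated correlation) and higher in SHR than in ACTH (0.36, 1.98e-05; 0.227 estimated). Oxidative phosphorylation genes, higher in SHR than in ACTH (0.14, 0.000183; 0.462 estimated), were lower in ACTH than in WKY (-0.11, 0.00128; 0.428 estimated, and 0.52 with scan day as a block), with 0 of 69 genes called. Of 43 lists camera called 4 in SHR, all higher, and 17 in ACTH (7 higher, 10 lower); 14 differed between the models (11 higher, 3 lower in SHR). Other splits of the arrays reach up to 4 lists for SHR and 9 for ACTH, 1 is left in SHR without SHR 2, and scan day as a block gives 6 and 10. With an estimated correlation no list passes in any comparison (3, 9 and 8 at an unadjusted p under 0.05), and fry, which asks whether a list's genes move on balance in a given direction without comparing them with other genes, calls 5, 13 and 9. Of the 165 probesets called in SHR and not in ACTH, 103 also differ between the models, and 43 of the 89 called in ACTH and not in SHR do. Macrophage genes were higher as a list in ACTH (0.207 with an estimated correlation). The WKY arrays had higher beta-actin 3'/5' ratios than the arrays of both models. Their GAPDH 3'/5' ratios lay above those of ACTH only, and their GAPDH 3'/M ratios above those of SHR only.

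**Figure D2:**
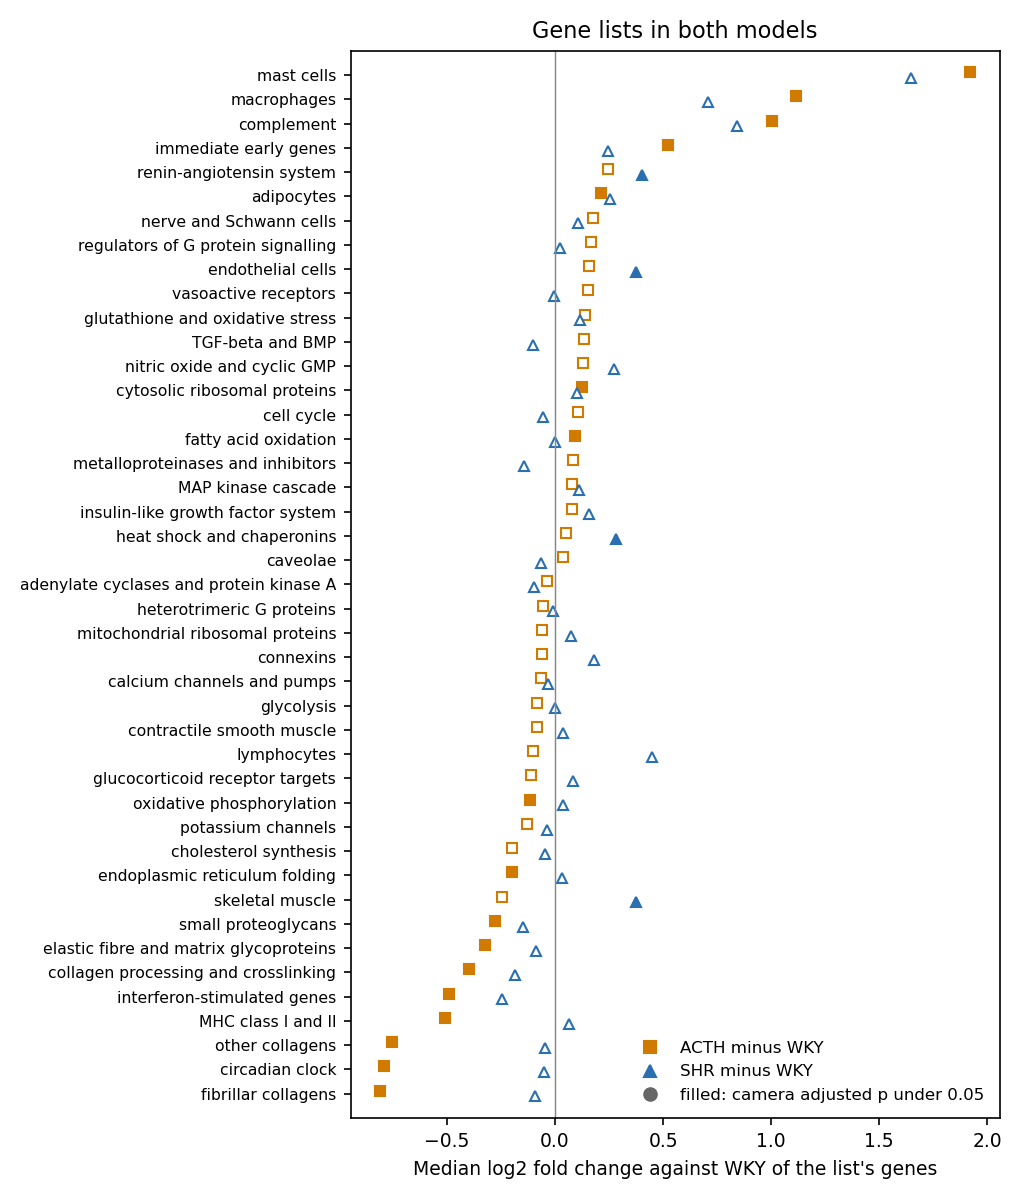
Median log2 fold change against WKY of the genes of each of 43 lists in ACTH (squares) and SHR (triangles); filled symbols have a camera adjusted p under 0.05 and no error bars are drawn. Interferon-stimulated genes lie at -0.49 in ACTH and the endothelial list at 0.37 in SHR.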

Saphenous arteries from SHR showed upregulation of genes associated with renin-angiotensin signalling through MAP kinase ERK1/2 pathway and were characterised by upregulation of growth promoters and down regulation of growth suppressors (Table 4). In contrast, arteries from ACTH-treated animals showed upregulation of the p38MAP kinase pathway, diverse effects on growth promoters and suppressors (Table 4) and prominent involvement of the transcription factor Jun (Figure 3B). 

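Ace, which makes angiotensin II (1.05 ± 0.18, adjusted p = 0.013), and Flt1, a receptor of vascular endothelial growth factor (1.71 ± 0.24, adjusted p = 0.00435), rose in SHR, while Mtus1, an angiotensin receptor-interacting protein, came close (0.91 ± 0.20, adjusted p = 0.0507; n = 3 arrays per group). Smoc1, a calcium-binding matrix protein (-1.44 ± 0.18, adjusted p = 0.0022), Tnmd, tenomodulin (-1.50 ± 0.21, adjusted p = 0.00442), and Plxdc2, a plexin-domain protein (-0.89 ± 0.19, adjusted p = 0.0473), fell; Igfbp2, a binder of insulin-like growth factors, fell too (-1.64 ± 0.34, adjusted p = 0.04). The probesets Table 4 names Phb moved by 0.48 ± 0.16, adjusted p = 0.184 and 0.30 ± 0.15, adjusted p = 0.349, not called. By the table's headings, 5 of 13 growth suppressing and 4 of 13 growth promoting entries passed. The other Ace probeset was not called (0.03 ± 0.19, adjusted p = 0.961). A block for scan day ends every call named here: Flt1 1.08 ± 0.27 (adjusted p = 0.22), Ace 0.72 ± 0.23 (0.316), Smoc1 -1.65 ± 0.25 (0.0772), Tnmd -0.94 ± 0.22 (0.198), Plxdc2 -0.78 ± 0.29 (0.367) and Igfbp2 -1.58 ± 0.61 (0.386). Flt1 is an endothelial gene, and endothelial genes were higher in SHR as a list (camera adjusted p = 0.000697; 0.194 with an estimated correlation), while Vwf fell.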

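Jun, a subunit of the transcription factor AP-1, is read by several probesets, and in ACTH they gave 0.85 ± 0.21, adjusted p = 0.102, 0.73 ± 0.21, adjusted p = 0.155 and 0.39 ± 0.17, adjusted p = 0.372 (n = 3 arrays per group). The first was lower in SHR than in ACTH (-1.03 ± 0.21, adjusted p = 0.0251). Dusp1, a phosphatase of MAP kinases, moved by 0.76 ± 0.20, adjusted p = 0.127, and Fos, Jun's partner, by 2.64 ± 0.64, adjusted p = 0.0991, neither called. Ccn2, connective tissue growth factor (0.91 ± 0.18, adjusted p = 0.0461), and Ccn5, a related matricellular protein (1.69 ± 0.31, adjusted p = 0.0312), rose, and Igfbp5, a further binder of insulin-like growth factors, fell (-1.24 ± 0.17, adjusted p = 0.00852), as did Gadd45g, a stress-response protein (-1.38 ± 0.19, adjusted p = 0.00852). Under the growth headings of Table 4 the tests passed 6 of 8 suppressing and 3 of 11 promoting entries in ACTH, and 0 of 1 for p38. Immediate early genes, which also respond to handling of tissue, rose as a list (median 0.52, camera adjusted p = 0.000248; 0.302 with an estimated correlation), and with scan day as a block the median was 0.44 (adjusted p = 0.0698). In the same comparison macrophage genes rose as a list (camera adjusted p = 9.51e-10, and 0.207 with an estimated correlation), and GAPDH and beta-actin 3'/5' ratios were lower in ACTH arrays.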

Differences were also found in expression of genes involved in mitochondrial activity, lipid metabolism, calcium handling, adenylate cyclase, ion transport and protein kinase C. In contrast, coordinate upregulation in both forms of hypertension was found for caveolin-1 and its interaction and modification by the membrane-associated tyrosine kinase Fyn (Figure 3, blue shape), and coordinate downregulation of Rgs2 and Rgs5, the regulators of G protein signalling (Tables 3, 4).

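Cav1, the caveolar coat protein, rose on 1 probeset in SHR (1.52 ± 0.19, adjusted p = 0.00268) and in ACTH (1.33 ± 0.19, adjusted p = 0.0108; n = 3 arrays per group). Fyn, a Src-family kinase, moved by 0.53 ± 0.15, adjusted p = 0.106 and 0.52 ± 0.15, adjusted p = 0.155, not called in either model. Rgs2 fell in ACTH (-0.95 ± 0.14, adjusted p = 0.0125) and was not called in SHR (-0.26 ± 0.14, adjusted p = 0.39), and the models differed (0.69 ± 0.14, adjusted p = 0.0262). The dimmer Rgs2 probeset gave -1.05 ± 0.27, adjusted p = 0.122 in ACTH and 0.24 ± 0.27, adjusted p = 0.707 in SHR. Rgs5, of vascular smooth muscle, fell in SHR (-0.97 ± 0.18, adjusted p = 0.0238) and came near the threshold in ACTH (-0.82 ± 0.18, adjusted p = 0.0688). Among mitochondrial and ion transport genes, Mrpl4, a ribosomal protein (-0.93 ± 0.13, adjusted p = 0.00435), and Clcn3, a chloride channel (-0.83 ± 0.18, adjusted p = 0.0495), fell in SHR. Anxa3 rose (1.12 ± 0.18, adjusted p = 0.0105) and Anxa8 fell (at least 2.14-fold; -1.10 ± 0.16, adjusted p = 0.00629), both calcium-binding annexins. The SHR calls of Mrpl4 (-0.99), Clcn3 (-1.17), Anxa3 (0.83) and Anxa8 (-1.23) end with scan day as a block. The other, brighter Cav1 probeset was not called (-0.13 ± 0.21, adjusted p = 0.794 in SHR; -0.05 ± 0.21, adjusted p = 0.957 in ACTH).

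**Figure D3:**
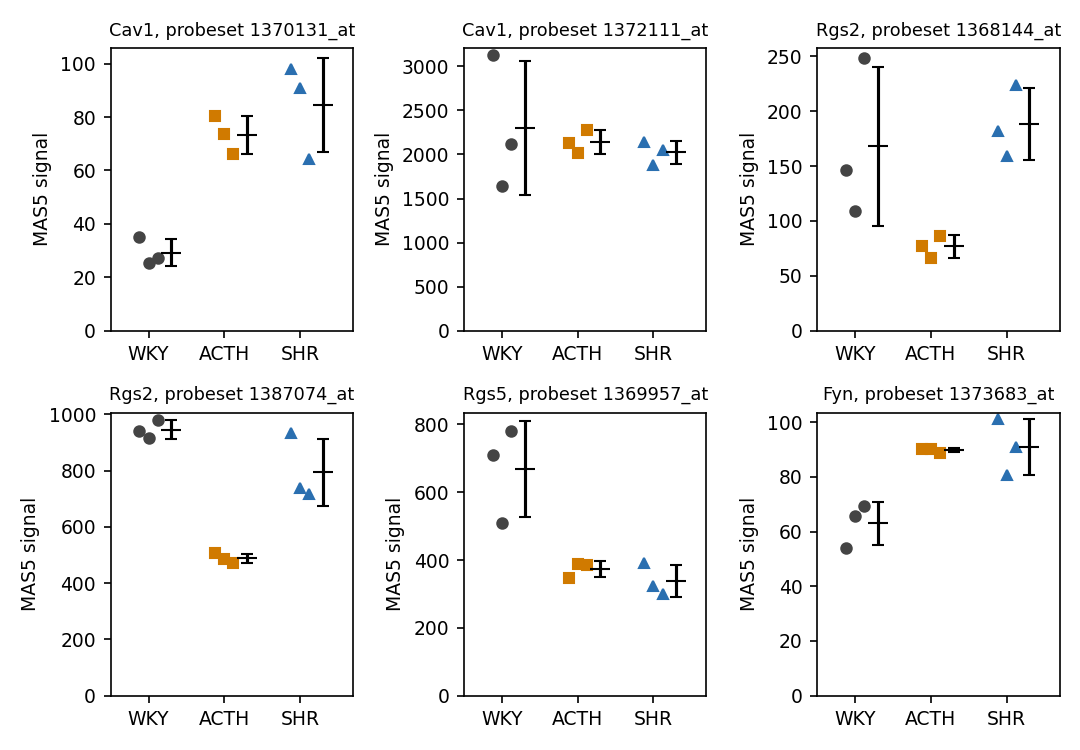
MAS5 signals of the Cav1, Rgs2, Rgs5 and Fyn probesets in WKY, ACTH and SHR on linear axes from 0; each point is 1 array and bars are mean ± SD (n = 3). The dimmer Cav1 probeset has means of 29.3 in WKY, 73.4 in ACTH and 84.4 in SHR.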

**Table 4:** Comparison of changes in gene expression in functional pathways

**Process or Pathway**	**SHR**	**ACTH**
Renin-angiotensin system	↑Ace1, ↑Atip1	
MAP kinase ERK1/2	↑Phb, ↑Raf1	↓Phb
MAP kinase p38	↓Dusp1, ↓Map4k2, ↓Map2k3	↑Dusp1
G-protein signalling	↑Gnb2, ↑Rac1 ↓Rgs2, ↓Rgs5	↑Gnb2, ↑Rac1 ↓Rgs2, ↓Rgs5
cAMP	↓Adcy3, ↓Akap12	↑Akap12 ↓Adcy2, ↓Adcy3
PKC	↑Pkcη ↓Pkcι	
Nitric oxide	↑Caveolin-1	↑Caveolin-1
Endothelins	↑EdnrB	
Reactive oxygen stress	↑Rac1 ↓Rtp801, ↓Egln3	↑Rac1 ↓Rtp801
Calcium handling	↑Anxa3, ↑Anxa4, ↑Anxa7, ↑Casq2, ↑Efhc1, ↑S100A16 ↓Anxa8, ↓Anxa11, ↓Nucb2	↑Anxa4, ↑Anxa7, ↑Efhc1
Ion transport	↑Atp1b1, ↑Kcnmb1 ↓Clcn3e, ↓Sat, ↓Ttyh1	↓Cacnb2, ↓Clcn3e, ↓Ttyh1
Mitochondrial activity	↑Aco2, ↑Mrpl3, ↑Mrpl48, ↑Mrps18b, ↑Ndufs2 ↓Frda, ↓Mrpl4, ↓Pdk2, ↓Ssbp1, ↓Timm22	↓Ndufs3, ↓Pdk2
Growth promoting	↑Minpp1, ↑P-Rex1, ↑Myof, ↑Ceacam1, ↑Ctgf, ↑Vegfr, ↑Vegfr1 ↓Aebp1, ↓Igfbp2, ↓Klf9, ↓Bmp4, ↓Igfbp5	↑Bmp4, ↑Ceacam1, ↑Ctgf, ↑Vegfr ↓Aebp1, ↓Igfbp2, ↓Igfbp5, ↓Klf9, ↓p311, ↓Pdgrfl
Growth suppressing	↓Basp1, ↓Bmp6, ↓Cst3, ↓Gas5, ↓Kank, ↓Stk11ip, ↓SerpinB5, ↓Smurf2, ↓Smoc1, ↓Tem7, ↓Tnmd	↑Gas5, ↑Igfbp3, ↑Wisp-2 ↓Basp1, ↓Tem7, ↓Tnmd
Insulin & glucose transport	↑Sord, ↑Glud1, ↑Enpp1, ↑Gsk3β ↓Bpgm, ↓Pcsk1, ↓Sort1	↑Sord, ↑Glud1 ↓Bpgm, ↓Pcsk1, ↓Sort1, ↓Gsk3β
Lipid metabolism	↑Phb ↓Decr1, ↓Acsl3, ↓Mafb	↑Acsl1, ↑Hmgcs2 ↓Lpl, ↓Phb
Extracellular matrix	↑Icap1, ↑Fyn ↓Col1A2, ↓Icam2, ↓Lox, ↓Loxl, ↓Sdc1, ↓Slit3	↑Fyn ↓Col1A1, ↓Col1A2, ↓Col3A1, ↓Col4A1, ↓Col4A2, ↓Col5A1, ↓Col8A1, ↓Col12A1, ↓Col15A1, ↓Col18A1, ↓Lox, ↓Loxl, ↓Sdc1, ↓SerpinH1, ↓Slit3
Smooth muscle-related genes	↑Acta1, ↑CaMkIId, ↑Ca3, ↑Fgl2, ↑Ldha, ↑Myof1, ↑Raf1, ↑Pcmt1 ↓Aebp1, ↓Cst3, ↓Des, ↓Gas5	↑Acta1, ↑Ca3, ↑Cnn3, ↑Gas5, ↑Igfbp3 ↓Aebp1, ↓CaMkIId, ↓Gadd45, ↓p311
Endothelium-related genes	↑Cxcl12, ↑Ecmn, ↑Gp38, ↑Hmox2, ↑Mmn1,↑Thbd ↓Recs1, ↓Tem7, ↓vWF	↑Gp38, ↑Mmn1, ↑Thbd ↓Angpt2, ↓Tem7

↑ = expression increased compared with WKY.

↓ = expression decreased compared with WKY.

See Additional Files: Tables S1–S14 for details.

### Distribution of caveolin-1 and caveolae in saphenous arteries of normotensive and hypertensive rats

Expression of caveolin-1 was found in the membranes of both the endothelial and smooth muscle cells of saphenous arteries of WKY rats (Figure 4A, D, arrows). Expression varied both within and between cells in the endothelium (Figure 4A) and also throughout the muscle layers (Figure 4D). An increase in caveolin-1 expression was found in both endothelial cells and smooth muscle cells of arteries taken from both SHR and ACTH, compared to WKY rats (Figure 4B, C, compare 4A; Figure 4E, F compare 4D). Paired confocal images of either whole mounts or sections were taken with the same voltage and pinhole settings so that comparisons could be made of the extent of staining. Preincubation of the antibody with the immunogen abolished staining in endothelial and smooth muscle cells (Figure 4G).

**Figure 4:**
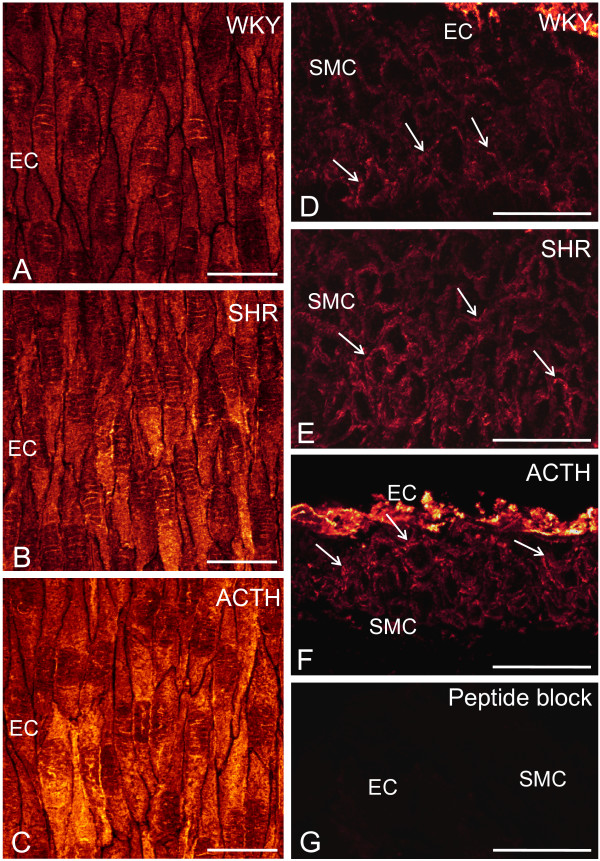
**Expression of caveolin-1 in saphenous arteries**. Whole mount preparations (A, B, C) and longitudinal sections (D, E, F) through the vessel wall show increased expression of caveolin-1 in both endothelial cells (EC: A-C) and in smooth muscle cells (SMC: D-F) of saphenous arteries taken from SHR (B, E) and ACTH (C, F), compared to WKY (A, D). Arrows indicate staining delineating the membranes of smooth muscle cells (D-F). Preincubation of the antibody with the immunogen eliminated staining in both endothelium and smooth muscle (G). Calibration bars represent 25 μm.

At the ultrastructural level, caveolae were found along the membranes of both endothelial and smooth muscle cells of arteries from WKY rats (Figure 5A, B), although there were fewer on the abluminal than luminal endothelial surface. While the incidence of caveolae was increased in both cell types in the SHR (Figure 5C, D), the differential distribution in the endothelium was still apparent. In arteries from ACTH rats, a differential distribution in the endothelium was less obvious as caveolae were found in abundance on both sides of the endothelial cells (Figure 5E). Caveolae were also more abundant throughout the muscle layers of ACTH-treated rats, than of WKY rats (Figure 5F, compare 5B).

**Figure 5:**
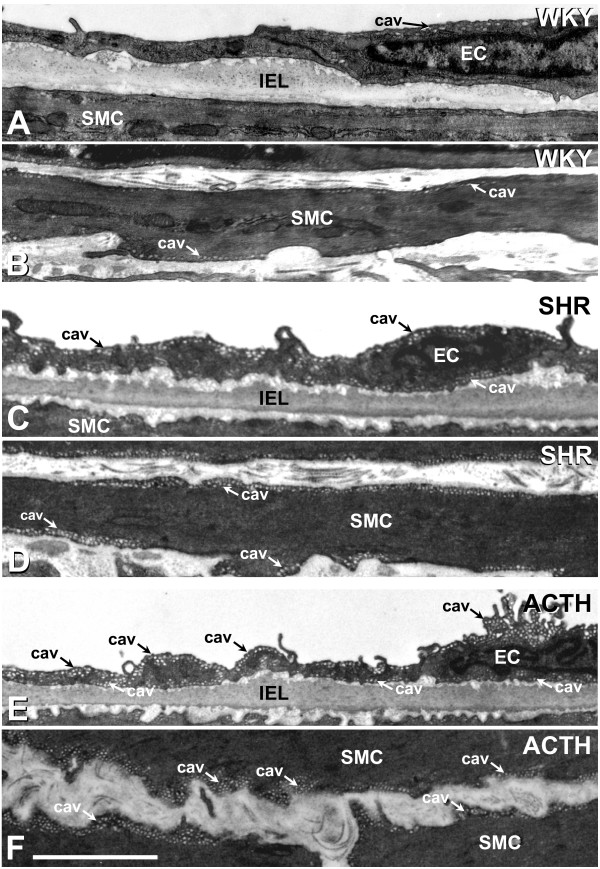
**Caveolae in endothelium and smooth muscle of saphenous arteries**. Caveolae (cav; arrows) were found along the membranes of both endothelial (EC) and smooth muscle cells (SMC) of saphenous arteries of WKY, (A, B), SHR (C, D) and ACTH-treated rats (E, F). In the SHR and ACTH-treated rats, the incidence of caveolae was increased in both cell types (C, E compare A; D, F compare B). IEL, internal elastic lamina. Bar, 5 μm.

## Discussion

Comparative gene expression profiling of a resistance artery taken from rats with either renin-angiotensin-dependent or glucocorticoid-induced hypertension has identified over 800 genes showing significant changes. Statistical analysis of the microarrays showed consistency in gene expression amongst the replicates within each experimental group but evidence of substantial transcriptional differences between the two hypertensive models and the normotensive controls. 

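Ythdf2, a reader of methylated RNA (at least 5.20-fold for SHR against ACTH, adjusted p = 0.000515), Cidea (log2 change -2.08 ± 0.23, adjusted p = 0.00125) and Retsat, retinol saturase (-1.20 ± 0.15, adjusted p = 0.00267), were lower in SHR than in ACTH, and Sparc, a matrix protein (1.21 ± 0.17, adjusted p = 0.00437), higher (n = 3 arrays per group). The models differed in 309 probesets (143 higher, 166 lower in SHR; 182 and 153 under quantile normalization, 179 and 145 under median centring). All 309 separate the arrays of the models without overlap, against 24.9% of the kept probesets. The other Ythdf2 probeset gave -0.42 ± 0.20, adjusted p = 0.315. A block for scan day leaves 35 calls (12 higher, 23 lower) on 3 residual degrees of freedom, with a median ratio of 0.981 to the change without it.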

The majority of these differences reflected differential vascular remodeling, as confirmed by our anatomical studies, as well as activation of specific intracellular pathways. Nevertheless, arteries from both models exhibited significantly increased expression of caveolin-1, which binds a number of important signalling molecules including endothelial nitric oxide synthase [27], and significantly decreased expression of Rgs2 and Rgs5, which terminate the signalling of the G proteins Gq and Gi/o [28]. Together these common effects would be expected to elevate blood pressure through augmentation of vasoconstrictor mechanisms.

Saphenous arteries from SHRs were characterised by hypertrophic remodeling, in contrast to the arteries from the ACTH rats in which no alterations were found in the number of smooth muscle cell layers. Similar changes have been described in other arteries of SHR [20,22,23], typical of remodeling of similarly sized resistance vessels during angiotensin II-induced hypertension [19]. The absence of hypertrophy in the saphenous artery of ACTH-treated rats suggests that inward eutrophic remodeling [14] may be more common to this form of hypertension, perhaps related to the lower blood pressures experienced in comparison with those of the SHR. In the endothelium of SHR arteries, there was a significant reduction in the area of endothelial cells, consistent with changes observed in other muscular arteries of SHR [29-31]. Surprisingly, the area of endothelial cells was increased during ACTH-treatment resulting in a decrease in overall endothelial cell numbers. Changes in gene expression were consistent with cell proliferation in angiotensin II-dependent hypertension but not in glucocorticoid-induced hypertension. Thus, expression of growth promoters was upregulated and growth inhibitors suppressed in SHR arteries, while effects on both growth promoters and inhibitors were more diverse in the ACTH arteries. 

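Cdkn1a was the called cell cycle gene in SHR (-1.25), and in ACTH Cdkn1c, the inhibitor p57 (0.89 ± 0.16, adjusted p = 0.028), rose while Ccnd1, cyclin D1 (-0.98 ± 0.18, adjusted p = 0.028), and Pola2, a subunit of DNA polymerase alpha (-1.10 ± 0.18, adjusted p = 0.02), fell (n = 3 arrays per group). Cdkn1a gave -1.67 in SHR with scan day as a block and was not called. In ACTH the block gave 0.75 for Cdkn1c, -1.08 for Ccnd1 and -1.44 for Pola2, none called. As a list the 21 cell cycle genes were not called in SHR (median -0.06, camera adjusted p = 0.266) or in ACTH (0.11, 0.656, with a mean of -0.06). The insulin-like growth factor system held 1 lower gene of 16 in SHR (median 0.16, adjusted p = 0.91) and 3 higher and 1 lower in ACTH (0.08, 0.222). Adjusted over that list alone, SHR had 0 higher and 3 lower genes and ACTH 6 higher and 3 lower.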

A lack of change in myoendothelial gap junctions suggests that these structures are not involved in the remodeling processes in saphenous arteries in either form of hypertension.

A large number of other genetic differences in the arteries from the two hypertensive models emerged from the study. These related to lipid metabolism, mitochondrial activity, calcium handling, ion transport, the adenylate cyclase pathway and protein kinase C. Not surprisingly, saphenous arteries from SHR showed upregulation of genes consistent with renin-angiotensin hypertension, and angiotensin II signaling pathways through Raf and MEK1/2 [19]. 

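Mtus1, the angiotensin receptor subtype Agtr1b (0.89 ± 0.25, adjusted p = 0.106) and Agtr1a (0.01 ± 0.30, adjusted p = 0.991) belong to the 10 renin-angiotensin genes measured in SHR (n = 3 arrays per group). The list was higher in SHR than in WKY (median 0.40, camera adjusted p = 0.0396; 0.366 with an estimated correlation), with 0 genes called over all probesets and 2 over the list alone; the list takes the brighter Ace probeset, not the one called in SHR. In ACTH it reached 0.25 (0.0514), and SHR minus ACTH was 0.16 (0.49), neither called. Map2k1, which encodes MEK1, moved by 0.53 ± 0.18, adjusted p = 0.182. With scan day as a block the list gave 0.41 (adjusted p = 0.0971). The endothelial list was higher in SHR too (median 0.37, 0.000697; 0.194 estimated), and the GAPDH 3'/M and beta-actin 3'/5' ratios were lower in SHR arrays than in WKY arrays.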

Upregulation of growth promoters and down regulation of growth suppressors as found in the SHR samples would be expected to stimulate cell growth and proliferation, mobilise intracellular Ca^2+ ^and reactive oxygen species [18,32]. In contrast, the saphenous arteries from ACTH-treated animals showed upregulation of the p38MAP kinase pathway which is involved in inflammation and apoptosis, as well as growth and differentiation [33], accentuating mechanistic differences between the two models of hypertension. 

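Mapk14, the p38 alpha kinase, moved by 0.24 ± 0.15, adjusted p = 0.57 in ACTH, Map2k3, which activates p38, by 0.01 ± 0.14, adjusted p = 0.987, and Dusp6, a phosphatase of ERK, by 0.91 ± 0.31, adjusted p = 0.232 (n = 3 arrays per group). None of the 16 genes of the MAP kinase cascade was called in ACTH, where the list's median was 0.08 (camera adjusted p = 0.18). In SHR Map4k2, a kinase upstream of p38 and JNK, fell (-0.91 ± 0.18, adjusted p = 0.0332) and Map2k3 gave -0.43 ± 0.14, adjusted p = 0.156, with a list median of 0.11 (0.823). Map4k2 was not called in SHR with scan day as a block (-1.22). Kinase activity was not measured on these arrays.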

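Col1a1, the main chain of fibrillar type I collagen, fell in ACTH on both probesets (-1.91 ± 0.26, adjusted p = 0.00852; -2.23 ± 0.38, adjusted p = 0.023; n = 3 arrays per group). Col1a2 (-1.08 ± 0.15, adjusted p = 0.00853; -0.81 ± 0.17, adjusted p = 0.0515), Col5a1 (-1.10 ± 0.20, adjusted p = 0.0303), Col6a3 (-1.02 ± 0.15, adjusted p = 0.0128), Col8a1 (-0.75 ± 0.15, adjusted p = 0.0396) and Col15a1 (-0.97 ± 0.18, adjusted p = 0.0337) were lower as well, and so was Pcolce, an enhancer of procollagen cleavage (-1.69 ± 0.26, adjusted p = 0.0136). Fibrillar collagens shifted by -0.81 (adjusted p = 9.77e-08 by camera; 0.117 with an estimated correlation) and other collagens by -0.75 (6.49e-11; 0.0532), where all 11 genes were negative. In SHR the same lists gave -0.09 (0.5) and -0.04 (0.524), and SHR minus ACTH was 0.75 (9.5e-05; 0.229 with an estimated correlation) and 0.54 (1.26e-06; 0.168). Lox, Sdc1, a heparan sulphate proteoglycan (-1.04 ± 0.19, adjusted p = 0.019), and Icam2, an adhesion molecule (-1.73 ± 0.31, adjusted p = 0.019), fell in SHR, though the other Icam2 probeset gave 0.44 ± 0.16, adjusted p = 0.226. The SHR calls of Lox (-0.53), Sdc1 (-1.17) and Icam2 (-1.73) end with scan day as a block. With scan day as a block the ACTH shifts were -0.91 (adjusted p = 0.00429) and -0.84 (0.000136), and within the day of SHR 3 and ACTH the models differed by 0.75 and 0.71. With the GAPDH ratio, which was lower in ACTH, as a covariate the ACTH shifts were -0.84 and -0.49. Macrophage genes were higher as a list in the same ACTH arrays (median 1.12, camera adjusted p = 9.51e-10, and 0.207 with an estimated correlation). Cell content may therefore differ as well, but cell numbers were not measured.

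**Figure D4:**
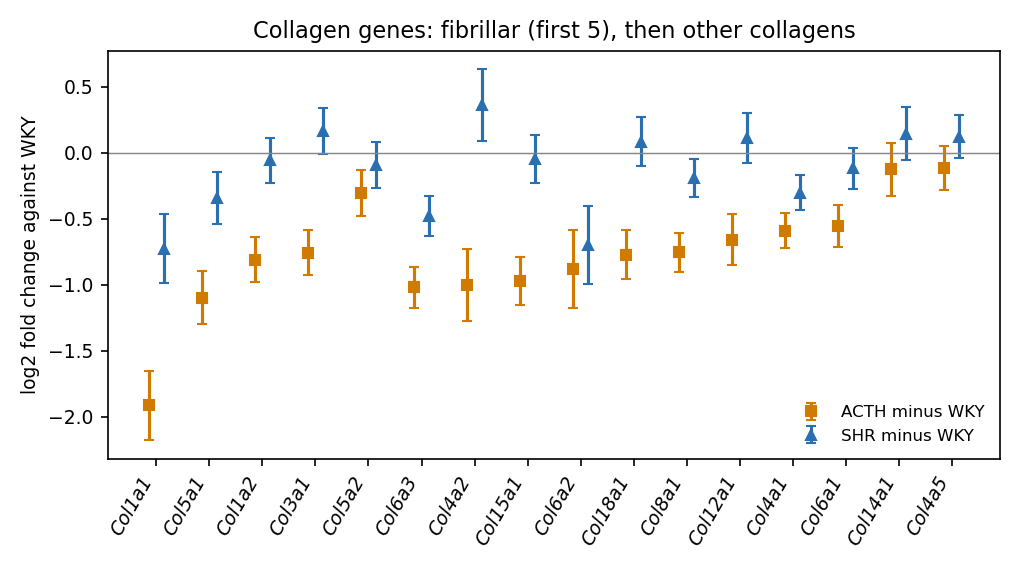
Log2 fold changes of collagen genes in ACTH and SHR against WKY; each point is a gene, read by 1 probeset, and bars are standard errors (n = 3 arrays per group). Col1a1 has the lowest value in ACTH (-1.91).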

While alterations to the extracellular matrix were found in both hypertensive models, substantial changes involving multiple collagen genes were found predominantly in the ACTH model. Such changes have been linked with hypertension [34] and could impact on cytoskeletal signalling through integrin receptors.

Downstream mechanisms underlying smooth muscle contraction and calcium sensitization also varied between the two hypertensive models. Calcium/calmodulin-dependent protein kinase II (CaMkII) has an important role in regulating smooth muscle contractility by inhibiting myosin light chain kinase (MLCK) and the phosphorylation of myosin light chain [35]. In SHR, upregulation of CaMkII may shift smooth muscle contraction toward Rho-dependent mechanisms and decreased phosphatase activity. In contrast, in ACTH, CaMkII was downregulated suggesting that smooth muscle contraction could be more influenced by MLCK, in addition to Rho-dependent mechanisms.

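Camk2d, the delta subunit of calcium/calmodulin-dependent kinase II, moved by 0.25 ± 0.14, adjusted p = 0.383 in SHR (n = 3 arrays per group), not called. Camk2b, the beta subunit, gave 0.50 ± 0.18, adjusted p = 0.203.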

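In ACTH Camk2d moved by -0.41 ± 0.14, adjusted p = 0.22, not called, and Camk2b by 0.22 ± 0.18, adjusted p = 0.696 (n = 3 arrays per group). Camk2d was higher in SHR than in ACTH (0.67 ± 0.14, adjusted p = 0.026).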

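Probesets of Cav1 differ in brightness: the dimmer had a signal of 29.3 ± 5.17 in WKY, 73.4 ± 7.13 in ACTH and 84.4 ± 17.6 in SHR (n = 3 arrays per group), and was present on all 9 arrays. The brighter had 2296, 2142 and 2023, and was not called (-0.13 in SHR, -0.05 in ACTH). With scan day as a block the dimmer gave 1.90 in SHR and 2.08 in ACTH. The SHR value is that of SHR 1 and SHR 2 against WKY 2, a single WKY array. Of 8 caveolar genes, which include Cavin3, a caveolar coat component, and Flot1, a raft protein, none was called, with a median of -0.07 in SHR (camera adjusted p = 0.823, direction higher) and 0.04 in ACTH (0.701); this list takes the brighter Cav1 probeset.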

In the face of these substantial differences in gene expression between the two hypertensive models, we found coordinate upregulation in gene expression of caveolin-1 and increased caveolin-1 protein in both endothelial and smooth muscle cells. Our ultrastructural observations of increased incidence of caveolae in these sites provides strong confirmation of the immunohistochemical findings since caveolae are absent in caveolin-1 knockout mice [36]. While some of the genetic changes in SHR relative to WKY might have arisen through decades of isolation from the parent WKY strain following inbreeding, coordinate changes in gene expression between the SHR and the ACTH-treated WKY rats cannot be attributed to such a cause. 

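Smpd3, a sphingomyelinase (1.76 ± 0.36, adjusted p = 0.0343 in SHR; 2.21 ± 0.36, adjusted p = 0.0182 in ACTH), Reln, an extracellular glycoprotein (1.31 and 0.96), and Inmt, a methyltransferase (1.80 and 1.40), rose in both models (n = 3 arrays per group). Sorl1, a sorting receptor (-1.65 and -1.85), P3h3, a collagen prolyl hydroxylase (-1.36 and -0.84), and Ecm1, a matrix protein (-1.16 and -0.68), fell in both. Another Sorl1 probeset was called lower too (-0.69 and -1.09), while a further one was called in neither model (0.06 in SHR, adjusted p = 0.892, and -0.16 in ACTH, adjusted p = 0.785). In all 21 probesets were called in the same direction in both models (9 higher, 12 lower) and 0 in opposite directions; independent lists of these sizes would share 0.484 and 0.646. The count is 0 with all non-control probesets, with scan day as a block and with the GAPDH ratio as a covariate (limma), and runs from 2 without ACTH 1 to 45 without WKY 2. Without WKY 2 the balance of the shared probesets turns to 32 higher and 13 lower. Both comparisons use the same WKY arrays: over all kept probesets the fold changes correlate with r = 0.424, below the 0.498 of 100 simulations of unchanged groups with shared controls, while covariance was 0.0595 against 0.0233 and the overlap 21 against 0.01. The 3 WKY arrays cannot be divided into parts of at least 2, so part of the excess may come from the shared controls. From changes present in SHR and in ACTH-treated WKY rats alike, the paper reasons that strain separation is not their cause and proposes that raised caveolin-1 and lowered Rgs2 and Rgs5 serve vasoconstriction.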

Caveolae are now recognized as important sites for colocalisation of signaling molecules, including receptor tyrosine kinases, G-protein-coupled receptors and G-proteins, and hence are critical for vascular function [37]. The inactivation of eNOS through binding to caveolin-1 is the best characterized function for caveolae in endothelial cells [37], highlighting their crucial role in vascular homeostasis. Alterations to caveolae in smooth muscle cells will also impact on cell signalling and recent studies of idiopathic pulmonary arterial hypertension in humans have concluded that increased smooth muscle expression of caveolin-1 contributes to the pathophysiology of the disease through increased capacitative calcium entry [38]. Whether upregulation of caveolin-1 in smooth muscle cells and in endothelial cells could serve to induce hypertension warrants further investigation.

In contrast to caveolin-1, the G protein regulators, Rgs2 and Rgs5, were coordinately downregulated in both SHR and ACTH saphenous arteries. These molecules terminate G protein signalling through Gq and Gi/o by activating the GTPase activity of the Gα subunit. 

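Rgs16 (0.95 ± 0.32, adjusted p = 0.182 in SHR; 0.38 ± 0.32, adjusted p = 0.706 in ACTH), Rgs3 (0.25 ± 0.13, adjusted p = 0.386; 0.25 ± 0.13, adjusted p = 0.504) and Rgs4 (-0.28 ± 0.15, adjusted p = 0.388; -0.29 ± 0.15, adjusted p = 0.488), other members of the family, were not called (n = 3 arrays per group). Over 9 RGS genes the median was 0.02 in SHR (camera adjusted p = 0.976) and 0.17 in ACTH (0.448; mean -0.09), with members going both ways. Rgs5 lost its call in SHR with scan day as a block (-0.52 ± 0.22, adjusted p = 0.415), and Rgs5 was -0.20 ± 0.30 (adjusted p = 0.854) and Rgs2 -0.69 ± 0.30 (0.538) in ACTH.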

Downregulation thus potentiates the effect of vasoconstrictors like endothelin and angiotensin II [39]. A role in blood pressure regulation has been demonstrated for Rgs2, since knockout mice are severely hypertensive [40]. Activation of Rgs2 occurs in resistance and conduit arteries through binding of protein kinase G, the downstream mediator of nitric oxide action [40,41]. Interestingly, Rgs2 was also decreased in aortic smooth muscle during L-NAME-induced hypertension [42]. Upregulation of caveolin-1 and decreased eNOS function may therefore play a role in the downregulation of Rgs2.

Less is known about a role in blood pressure regulation for Rgs5, which has been described as a marker of arterial but not venous smooth muscle cells [43] and is downregulated during proliferation to form atherosclerotic plaques [44]. In contrast, upregulation of Rgs5 has been reported during neovascularisation of tumours [45]. Rgs5 has also been identified in endothelial cells of cerebral capillaries where it was downregulated in stroke-prone SHR compared to SHR [46]. Our results demonstrating downregulation in arteries from both SHR and ACTH rats would suggest a role in hypertension rather than proliferation since smooth muscle hypertrophy was not a feature of the ACTH model.

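Rgs5 was not called between the models (-0.15 ± 0.18, adjusted p = 0.739 for SHR against ACTH; n = 3 arrays per group). Among contractile smooth muscle genes Myh11, smooth muscle myosin (0.15 ± 0.14, adjusted p = 0.61 in SHR; -0.12 ± 0.14, adjusted p = 0.789 in ACTH), and Acta2, smooth muscle actin (-0.47 ± 0.22, adjusted p = 0.33; 0.16 ± 0.22, adjusted p = 0.846), were not called in either model. The 18 genes of that list had a median of 0.03 in SHR (camera adjusted p = 0.748; mean -0.12) and -0.09 in ACTH (0.448). Des was the 1 called gene of the list, lower in SHR, and it lost that call with scan day as a block (-1.47).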

## Conclusion

Study of changes in gene expression in two different models of hypertension have highlighted numerous differences which can be linked to variation in the form of vascular remodeling and the unique signalling pathways affecting contractility and cell growth. In contrast, we have identified common changes to upstream targets crucial for the alteration in the balance between vasoconstriction and vasodilation as occurs in hypertension. Common increases in expression of caveolin-1 are likely to increase vasoconstriction through direct effects on calcium influx in smooth muscle cells and indirect inhibitory effects on eNOS in endothelial cells. Decreases in Rgs2 and Rgs5 will augment these effects by prolonging the actions of Gq and Gi/o and their downstream vasoconstrictor pathways. Further studies examining the functional implications of these data and aimed at reversing these gene changes during the different forms of hypertension are needed to determine whether these molecules could be considered as therapeutic drug targets.

## Methods

Sixteen-week-old male WKY and age-matched SHR were used. These rats were originally from stock derived from the National Institutes of Health, Bethesda, MD. A group of 12-week-old male WKY rats was administered ACTH (0.2 mg/kg/day) subcutaneously for 4 weeks. Systolic blood pressure was measured using tail-cuff plethysmography. All experiments were approved by the Australian National University Animal Experimentation Ethics Committee under guidelines of the National Health and Medical Research Council of Australia.

All analyses were made on the first lateral branch of the saphenous artery. This vessel was defined as a resistance vessel due to its small diameter (<250 μm), since feed arteries and the microcirculation contribute to blood pressure regulation in rats [47].

### Electron microscopy

Ultrastructural studies were conducted on a minimum of 3 arteries each from a different rat, as previously described [48,49]. WKY, ACTH and SHR rats were anaesthetized (i.p., 44 and 8 mg/kg, ketamine and xylazine, respectively) and perfused via the left ventricle with 0.1% BSA, 0.1% NaNO_3 _and 10 U/ml heparin and fixed with 1% paraformaldehyde, 3% glutaraldehyde in 0.1 M sodium cacodylate buffer, with 10 mM betaine, 0.2 mM CaCl and 0.15 M sucrose, pH 7.4, using standard procedures [48]. The first lateral branch of the saphenous artery diverging towards the knee was removed and processed for electron microscopy [48,49]. Serial transverse sections (~100 nm thick) totalling ~5 *μ*m of vessel length were cut from each vessel using 3–4 animals/experimental group. Myoendothelial gap junctions connecting the endothelium to the inner layer of smooth muscle were counted and photographed at ×3,500 to ×60,000 on a Phillips 7100 transmission electron microscope. Vessel circumference at the internal elastic lamina, the number of smooth muscle cell layers and endothelial cell areas were determined for each vessel as previously described [48,49]. Statistical significance was tested using one-way ANOVA followed by Student's *t*-test with Bonferroni correction for multiple groups. A p-value < 0.05 was taken as significant. The incidence of caveolae was assessed in montages of the vessel wall using a minimum of 3 arteries, each from a different rat, for each rat group.

### Immunohistochemistry

Rats were anaesthetized as above and perfused with 2% paraformaldehyde in 0.1 M sodium phosphate buffer. The lateral branch of the saphenous artery was removed from both hind legs. Arteries were processed either as whole mounts or were sectioned at 10 μm. Preparations were incubated overnight at room temperature with rabbit antibodies against human caveolin-1 (Santa Cruz; 1:200 for whole mounts, 1:1000 for sections) followed by 1 hour in Cy3 conjugated anti-rabbit IgG (1:100, Jackson Immunoresearch Laboratories). For whole mounts, optical confocal series were taken throughout the thickness of the endothelium and recombined to a single image. For tissue sections, optical confocal series were taken throughout the section thickness and recombined to a single image. All images were collected using the same pinhole and voltage settings so that comparisons could be made of the intensity and extent of staining in arteries from the different rat groups (3 animals/group). Specificity of the staining was tested by preincubation of the antibody with a ten-fold excess of the immunogen.

### Extraction of total RNA

Rats were anesthetized with ether and killed by decapitation. The saphenous artery branch was removed, stripped of extraneous material and stored in RNAlater (Ambion). Three different samples were prepared for each experimental group, i.e. WKY, SHR and ACTH. The choice of three biological replicates was based on the constraints of limited availability of mRNA and the high costs of microarray experiments. This is a common choice in the microarray literature [50]. Each sample, which comprised arteries from 2–3 animals, was snap frozen in liquid nitrogen and processed using the RNeasy Micro Kit (Qiagen), including 20 min DNAse treatment. Concentrations of RNA were measured using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). RNA quality was monitored using RNA 6000 Pico LabChip kit (Agilent 2100 Bioanalyzer). RNA integrity numbers for the 9 samples ranged from 6.4 to 8.1 [51].

### Preparation of cRNA and hybridization on microarrays

Sample preparation followed the Affymetrix GeneChip Eukaryotic Small Sample Target Labeling Assay Version II available at the website [52]. After first round amplification, the yields of unlabeled cRNA ranged from 2.8–7.8 μg. Following the second round amplification, 600 ng of unlabeled cRNA was used for the second round of cDNA synthesis. Double-stranded cDNA was synthesized using oligo(dT) 24-anchored T7 primer, Superscript III (Invitrogen) and 100 ng total RNA for the first strand followed by DNA polymerase I and T4 DNA polymerase for the second strand. The double-stranded cDNA was precipitated with ethanol, air-dried and used as template for the first round of *in vitro *transcription of cRNA with MEGAscript enzyme mix (Ambion) at 37°C for 7 h. The cRNA was purified (RNeasy, Qiagen) and used as template for the second round of double-stranded cDNA synthesis with random primers (Invitrogen). The double-stranded cDNA product of second round synthesis was purified by ethanol precipitation and used as template for the second round of *in vitro *transcription and labeling of cRNA, using the ENZO BioArray HighYield RNA Transcript Labeling kit (Affymetrix) according to the manufacturer's protocol. The yields of labelled cRNA ranged from 58–193.8 μg. All components were mixed, incubated at 37°C for 7 h, and the biotin-labeled cRNA (1 μg for each sample) was purified (RNeasy, Qiagen) and fragmented prior to hybridisation to Affymetrix GeneChip RAE230A arrays. Hybridization, washing and staining followed the Affymetrix GeneChip Expression Analysis protocols.

### Microarray data analysis

Probeset signal values were calculated using the Statistical Algorithm in the Affymetrix MAS5 software. Raw data were normalised by scaling the global mean method to a TGT value of 150. Quality of all arrays was assessed using MAS5 quality control metrics and software procedures available in R/Bioconductor (Bioconductor version 1.8.0 [53]) and at the following website [54]. Based on these metrics, the quality of all arrays was considered to be satisfactory (see Additional file 15).

One-way ANOVA was carried out on the log_2 _transformed MAS5 signal values for each of the 9098 probesets which were present in all replicates of at least one experimental group (Affymetrix MAS5 Statistical Algorithm). Differences between experimental groups were examined using t-tests (post-hoc contrasts).

### GE-biplot and Heat Map

An ordination method, the GE-biplot [55], based on the singular value decomposition of the data matrix of scaled log_2 _signal values, was obtained using an R function available at the website [54]. The GE-biplot is an unsupervised visualisation tool that facilitates the detection of subsets of genes associated with subsets of microarrays. It provides a genome-wide view of the data, showing genes and microarrays simultaneously. Co-regulated (correlated) genes are located close to each other, with genes having reversed response profiles (negatively correlated) being located on the opposite side of the plot. Genes lying further from the centre have higher variance. Genes which lie close to, or lie in the direction of, a group of samples are relatively upregulated in that group compared with other samples, while those lying in the opposite direction are relatively down-regulated in that group. In a GE-biplot, arrays that have approximately the same relative values of gene expression across probesets cluster together. Further details are described elsewhere [55].

A heat map of the MAS 5.0 signal values of the 50 most significant probesets as evaluated by one way ANOVA was constructed [56]. Hierarchical clustering with complete linkage was used to order the arrays in the columns of the heat map and the rank order of the p-values from the ANOVA was used to order the columns.

### Validation of microarray analysis by quantitative PCR

Quantitative PCR was used to determine the copy numbers of mRNA for 13 genes in the WKY, SHR, and ACTH samples (*n *= 3 for each). Details of the genes, primers and product sizes are given in Table 5. Nine of the genes were selected on the basis that their expression was significantly altered in either SHR or ACTH and that they were of biological interest to the processes involved in hypertension. The three vascular connexins and eNOS, although unaltered in the microarrays, were chosen because of their significance to vascular function and potential involvement in hypertension [57]. Validation of the microarray data was considered to be a significant (p < 0.05) change in normalised PCR copy number in the same direction, or lack of a change in normalised PCR copy number which corresponded to that found in the microarray data.

**Table 5:** Real-time PCR primers for validation of microarray data.

**Affymetrix Probeset ID**	**Gene**	**Product size (bp)**	**Primers Forward Reverse**
1387128_at	Adcy3: adenylate cyclase 3	148	agcacctatatggcagcttctgga
			taagcgtgtccttcatggctagtg
1370131_at	Cav1: caveolin 1	150	gcttcaccaccttcactgtgacaa
			ggaagctcttgatgcacggtacaa
1367600_at	Des: desmin	164	gatcaaccttccgatccagacctt
			gcacttcatgttgttgctgtgtgg
1371166_at	NOS3: endothelial nitric oxide	154	tctggcaagaccgattacacgaca
	synthase, eNOS		gtgaggacttgtccaaacactcca
1386881_at	Igfbp3: insulin-like growth factor-	167	tggaaacaccactgagtctgagga
	binding protein 3		agtcaactttgtagcgctggctgt
1373499_at	Gas5: growth arrest-specific 5	152	ccacctgattcaaactccaccatc
			tctgtgatgggacatctggtggaa
1375857_at	Myof: myoferlin	105	cgctgccgaactatttatccatga
			cagacgtatgtgaggcgagagttc
1371776_at	Pik3r1: phosphatidylinositol 3-	146	ggcgaagtcaaacattgcgtcatc
	kinase regulatory subunit polypeptide 1		gtgacattgagggagtcattgtgc
1387074_at	Rgs2: regulator of G-protein	151	ggtgtacagcctgatggagaacaa
	signaling 2		tgggagacagaatggaatgtcctc
1370228_at	Tf: transferrin	140	cgaacggaaagaacactgctgcat
			gaccacaacatggtttggagcttg
1372002_at	Gja1: connexin43 Cx43	306	gagatgcacctgaagcagattgaa
			gatgttcaaagcgagagacaccaa
1368473_at	Gja5: connexin40 Cx40	236	ggaaagaggtgaacgggaagatt
			cacagccatcataaagacaatgaa
1370023_at	Gja4: connexin37 Cx37	131	agctctgcatccaagaagcagta
			agttgtctctcaagtgcctttga
-	18S rRNA GenBank acc. no.	110	ccagtagcatatgcttgtctcaa
	X01117		cgaccaaaggaaccataactgatt

Messenger RNA of all 9 saphenous artery samples was reverse transcribed to cDNA (42°C 1 h, 50°C 1 h, 90°C 10 min) using oligo dT (500 ng.μl^-1^, Invitrogen) primers and Superscript II (200 U.μl^-1^, Invitrogen). For every sample, control reactions from which either reverse transcriptase or RNA was omitted were run in parallel. Each 25 μl PCR reaction mixture contained 1 μl of each primer (final concentration 800 nM), 2 μl of 12.5 mM dNTPs, 3 μl of 25 mM MgCl_2_, 0.125 μl of AmpliTaq Gold (5 U. μl^-1^), 2.5 μl of 10× SYBR Green buffer (SYBR Green Core Reagents kit, Applied Biosystems), 10.375 μl H_2_O and 5 μl of template containing either 10 ng of cDNA or diluted plasmid DNA containing the relevant cloned PCR product. All samples were diluted in water containing tRNA (2 ng. μl^-1^). All reactions were performed in duplicate (ABI Prism 7700 Sequence Detection System, ACRF Biomolecular Resource Facility) at 95°C for 10 min, and 40 cycles of 20 sec at 95°C, 20 sec at 65°C, 45 sec at 72°C. Every experiment included duplicate control reactions and the expression of all genes was determined in every sample. The integrity of each PCR reaction was checked using dissociation curve analysis after every reaction.

For each gene, the mRNA concentration was determined by comparing the fluorescent signal at threshold (equal to 10 × S.D. of baseline fluorescence) to that generated by a standard curve using serial dilutions of a known concentration of purified plasmid DNA containing the relevant cloned and sequenced PCR product. Sequences were obtained using an ABI 3730 sequencer (ACRF Biomolecular Resource Facility, JCSMR, ANU). The concentration of each mRNA was normalized by determining 18S rRNA concentration, using primers complementary to a region of the 5' end of the molecule and a standard curve using serial dilutions of plasmid DNA containing the cloned fragment of the 18S rRNA gene [29]. Results were analyzed for statistical significance (p < 0.05) using ANOVA and Student's t-test.

### Direct interactions between selected genes

To examine differences in the major pathways affected in SHR and ACTH-induced hypertension, genes that were identified by t-tests as significantly altered in expression in SHR or ACTH compared with WKY (at the 0.015 level) and that were significant in ANOVA at the 0.02 level, were imported into a demonstration version of PathwayStudio 4.0 (Ariadne Genomics, Rockville, MD). This software contains the proprietary ResNet 3.0 database of functional relationships between genes, proteins and small molecules automatically extracted from PubMed and scientific journals using the MedScan natural language processing software. Functional links between genes and proteins were also investigated and cross checked using publicly available gene and genome databases: Online Mendelian Inheritance in Man (OMIM) and Genomic Biology and software provided by NCBI [58], and the protein database Human Protein Reference Database (HPRD; [59]) and software [60].

## Authors' contributions

THG extracted RNA, performed quantitative PCR, contributed to the analysis and interpretation of microarray data, analysed biological association networks and interactions between genes and proteins, and drafted the manuscript. SJO performed quality assessment of the microarrays, contributed to the design and statistical analyses of the microarray data, prepared data for the figures, participated in interpretation of the results and contributed to writing the manuscript. TDB administered ACTH, measured blood pressure of experimental rat groups and performed serial section electron microscopy and morphometric measurements. KRM performed the immunohistochemistry and measured blood pressure of experimental animals. KP amplified and labeled mRNA and conducted all of the microarray hybridizations. YEP and SRW designed and performed statistical analyses of data and contributed to the interpretation of results and preparation of the manuscript. SLS performed serial section electron microscopy and morphometric measurements, assisted with experimental design and contributed to preparation of the manuscript. CEH conceived of the study and coordinated the experimental design, dissected arteries, contributed to the interpretation of data and made a substantial contribution to the writing of the manuscript. All authors have read and approved submission of the manuscript.

## Supplementary Material

Additional file 1 Genes with increased expression in ACTH vs WKY and unchanged in SHR vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 2 Genes with decreased expression in ACTH vs WKY and unchanged in SHR vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 3 Genes with increased expression in SHR vs WKY and unchanged in ACTH vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 4 Genes with decreased expression in SHR vs WKY and unchanged in ACTH vs WKY. Description of dataset: Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 5 Genes with increased expression in ACTH and SHR vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 6 Genes with decreased expression in ACTH and SHR vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 7 Genes with increased expression in ACTH vs WKY and decreased expression in SHR vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 8 Genes with decreased expression in ACTH vs WKY and increased expression in SHR vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 9 Genes with increased expression in ACTH vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 10 Genes with decreased expression in ACTH vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 11 Genes with increased expression in SHR vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 12 Genes with decreased expression in SHR vs WKY. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 13 Genes with increased expression in SHR vs ACTH. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 14 Genes with decreased expression in SHR vs ACTH. Gene lists of statistical analysis of microarray data including gene names, gene descriptions, biological function, Affymetrix IDs, accession numbers, expression levels and p-values. Click here for file

Additional file 15 Density plots and boxplots of log_2 _CEL file intensities. A. The density plots showed the expected right-skewed distribution. There was no evidence of scanner saturation. B. Boxplots showed a consistent shape and size which indicated consistency between samples. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

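Gene expression was measured on 9 RAE230A arrays of rat arteries (the saphenous artery's first side branch, rats aged 16 weeks): 3 of WKY, 3 of WKY treated with ACTH for 4 weeks and 3 of SHR, each array a pool of several animals. The paper gives the ACTH dose as 0.2 mg/kg/day and the sample labels as 0.1 mg/kg/day; samples were grouped by treatment, not by dose. The authors made the deposited intensity values with the MAS5 algorithm, scaled every array to a target of 150, and deposited them on a linear scale without detection calls. The trimmed mean of an array (2% removed at each end) lay between 149.6 and 149.9.

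Of 15923 probesets 57 are Affymetrix controls; the 9098 of the other 15866 with the highest third-highest signal over the arrays were kept, the number being the paper's. Gene symbols come from the platform annotation, updated through the gene identifier in the RefSeq table, which held 12748 of the 12783 identifiers with 1 symbol and changed 0 symbols. Of the kept probesets 7720 have 1 symbol, 220 several and 1158 none, and 24 took a name from the paper's tables. Log2 signals were fitted to the 3 groups in R 4.3.3 with limma 3.58.1 (lmFit, eBayes without trend); p-values are two-sided and were adjusted over the kept probesets by the Benjamini-Hochberg method, with a threshold of 0.05, and the F test covers the 3 groups. The methods' F test and contrasts were also computed without moderation.

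For 43 gene lists the kept probeset with the highest mean log2 signal stood for each of 6897 genes; lists were tested by camera with a preset correlation of 0.01, again with an estimated correlation, and by fry. Control ratios were compared by exact two-sided permutation tests, whose smallest p for 3 against 3 arrays is 0.1. Unchanged groups with shared controls were simulated 100 times, and the arrays were split anew 100 times, or in all 10 ways for a pair of groups. Probesets were named by a rule that took, among called probesets with 1 symbol, the 10 largest increases and decreases in each model and in both, up to 4 members of each list with the lowest adjusted p, and the genes of the paper's text, Tables 3 and 4 and Figure 2B, 465 probesets in all; values of Tables S1-S14 had been seen before this rule was written, and 1 named probeset, of Ttyh1, was not kept. Arrays were scanned on 4 days, which was used as a block in an alternative. With this block SHR against WKY rests on WKY 2 as the only WKY array, since WKY 1 and WKY 3 share no day with other arrays.

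Alternatives were all non-control probesets, a mean signal of at least 100, quantile normalization, median centring, log2 of signal plus 16, a variance trend, array weights, the GAPDH 3'/5' ratio as a covariate, scan day and replicate number as blocks, fits of the groups compared alone, the methods' tests and each array left out. These choices, the lists and the tests were set before the data were examined, except leaving out WKY 2 and SHR 1 together and the scan day block in the list test, which were chosen after seeing the array correlations and the scan days, the test of fat-cell genes, and the check of the Table 4 entries at the methods' thresholds, both chosen after the values were seen.

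The fit was tested on simulated data: 200 of 9098 probesets were changed in each of 20 simulations, of which 65.2% were found at a log2 change of 1, 92.1% at 1.5 and 4.6% at 0.5 for SHR against WKY, and 4.71% of calls were not changed. With 3 arrays per group the precision of a single fold change is therefore limited. Detection calls of probesets outside Tables S1-S14 and the images of the arrays were not used here, and 1 gene of Table 4 is not reported here.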

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

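No test in this part was chosen after the result was seen, apart from the scan day block in the list test. The log2 change for SHR against ACTH is given for probesets that move in opposite directions against WKY and differ between the models (n = 3 arrays per group, limma); where a fold is given as at least, 1 group has no present call in the tables, so the fold is a lower bound and the log2 value no exact size. Lower in SHR than in ACTH were Ptprj (at least 10.6-fold; -5.66 ± 0.20, adjusted p = 2.96e-07), the probeset that Figure 2B names Cd36 (-3.66 ± 0.32, adjusted p = 0.000215; -2.50 and 1.16 in SHR and ACTH against WKY; the probeset annotated Cd36 was not called, -1.01 ± 0.35, adjusted p = 0.16, and moved by 0.61 in SHR), Cidea (-2.08 ± 0.23, adjusted p = 0.00125; -1.90 and 0.18 in SHR and ACTH against WKY) and Ces1d (at least 4.02-fold; -2.01 ± 0.35, adjusted p = 0.0117). Smaller decreases were found for Retsat (-1.20 ± 0.15, adjusted p = 0.00267; -1.07 and 0.13 in SHR and ACTH against WKY), Ssbp1 (-1.05 ± 0.17, adjusted p = 0.0102; -0.83 and 0.22 in SHR and ACTH against WKY) and Lgmn (-1.04 ± 0.14, adjusted p = 0.00421; -0.94 and 0.09 in SHR and ACTH against WKY). Higher in SHR than in ACTH were a probeset without a gene name (4.93 ± 0.35, adjusted p = 6.59e-05; 4.58 and -0.36 in SHR and ACTH against WKY), RT1-CE16 (at least 14.3-fold; 4.12 ± 0.42, adjusted p = 0.000801), 1 probeset of RT1-Aw2 (2.76 ± 0.21, adjusted p = 9.88e-05; another is lower, -2.10 ± 0.12, adjusted p = 1.92e-05) and Aldh1a1 (at least 4.63-fold; 2.21 ± 0.17, adjusted p = 9.88e-05). A log2 difference between 1 and 2 was found for Rtel1 (1.87 ± 0.16, adjusted p = 0.000184; 1.71 and -0.15 in SHR and ACTH against WKY), Atp1b1 (1.46 ± 0.25, adjusted p = 0.0117; 1.26 and -0.20 in SHR and ACTH against WKY), Gstt3 (1.25 ± 0.16, adjusted p = 0.00349; 1.04 and -0.21 in SHR and ACTH against WKY) and Sparc (1.21 ± 0.17, adjusted p = 0.00437; 0.15 and -1.07 in SHR and ACTH against WKY). Below 1 were Usp10 (0.96 ± 0.13, adjusted p = 0.00461; 0.81 and -0.15 in SHR and ACTH against WKY), Elp2 (0.93 ± 0.14, adjusted p = 0.00582; 0.91 and -0.02 in SHR and ACTH against WKY) and Myof (0.87 ± 0.15, adjusted p = 0.0105; 0.71 and -0.16 in SHR and ACTH against WKY). No probeset was called against WKY in opposite directions in the models. Without a block for scan day the ACTH change is called for Sparc and Aldh1a1, both lower. With the block it is called in none of the 18 and turns sign in 8. Opposite directions are therefore open for Ptprj, the probeset without a name, RT1-CE16, Cidea, Atp1b1, Retsat, Usp10 and Elp2. They are open too where the ACTH change is no larger than about its standard error, as for Lgmn (0.09 ± 0.14), Rtel1 (-0.15 ± 0.16) and Myof (-0.16 ± 0.15). For Sparc it is the SHR change that is small (0.15, and 0.10 ± 0.26 with the block), so opposite directions are open there as well.

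Among gene lists that the paper does not discuss, several moved in ACTH against WKY (n = 3 arrays per group). Interferon-stimulated genes: median -0.49, camera adjusted p = 3.2e-12, 0.091 with an estimated correlation, -0.83 with scan day as a block, adjusted p = 1.38e-07, with 5 of 22 genes lower. Macrophage genes: median 1.12, camera adjusted p = 9.51e-10, 0.207 with an estimated correlation, 0.69 with scan day as a block, adjusted p = 0.00429, with 2 of 13 higher. Circadian clock genes: median -0.79, camera adjusted p = 9.72e-05, 0.135 with an estimated correlation, -1.06 with scan day as a block, adjusted p = 0.00521, with 1 higher and 4 lower of 11. Immediate early genes: median 0.52, camera adjusted p = 0.000248, 0.302 with an estimated correlation, 0.44 with scan day as a block, adjusted p = 0.0698, with 1 of 18 higher. Complement genes: median 1.00, camera adjusted p = 0.000564, 0.214 with an estimated correlation, 0.46 with scan day as a block, adjusted p = 0.0627, with 2 of 8 higher. Histocompatibility class I and II genes: median -0.51, camera adjusted p = 0.00131, 0.26 with an estimated correlation, -0.85 with scan day as a block, adjusted p = 0.00447, with 1 of 12 lower. Cytosolic ribosomal proteins: median 0.12, camera adjusted p = 0.00961, 0.314 with an estimated correlation, 0.19 with scan day as a block, adjusted p = 0.00812, with 0 of 38 called by limma. Adipocyte genes: median 0.21, camera adjusted p = 0.0126, 0.302 with an estimated correlation, 0.02 with scan day as a block, adjusted p = 0.958, with 3 of 14 higher, so the shift ends with that block. Endoplasmic reticulum folding genes: median -0.20, camera adjusted p = 0.0168, 0.302 with an estimated correlation, -0.10 with scan day as a block, adjusted p = 0.229. Mast cell genes, of which 2 are measured: median 1.92, camera adjusted p = 0.0341, 0.218 with an estimated correlation, 1.05 with scan day as a block, adjusted p = 0.688. In SHR against WKY the heat shock and chaperonin genes moved (median 0.28, camera adjusted p = 0.007, 0.53 with an estimated correlation, 0.34 with scan day as a block, adjusted p = 0.000951), with 1 of 22 higher, and so did skeletal muscle genes (median 0.38, camera adjusted p = 0.0444, 0.366 with an estimated correlation, 0.45 with scan day as a block, adjusted p = 0.0486), with 2 of 9 higher. With the GAPDH ratio as a covariate the ACTH median of the histocompatibility genes was -0.05 (adjusted p = 0.0907), of the endoplasmic reticulum genes -0.07 (0.219), of the ribosomal proteins 0.13 (0.139), and of heat shock genes in SHR 0.19 (0.286).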

How the results depend on the processing

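Counts are given in the order F test, SHR against WKY, ACTH against WKY, SHR against ACTH and both models, with 373, 186, 110, 309 and 21 as the values to compare; the cause of a shift was not tested. All non-control probesets gave 63, 72, 0, 52 and 0 (limma; 1709, 1434 and 1793 at an unadjusted p under 0.05 for the 3 comparisons), and no sibling value for ACTH, since no probeset was called; siblings shared the sign in 61.9% for SHR against WKY and 40% for SHR against ACTH (79.5% and 75%), grouping was 0.0058, PCR genes 2 and SHR lists 2. A mean signal of at least 100 gave a grouping of 0.0260. Array weights gave 732, 155, 201, 883 and 24. The GAPDH covariate gave 177, 34, 0, 288 and 0 (955 and 771 unadjusted for SHR and ACTH against WKY), grouping 0.0128 and 1 PCR gene. Scan day as a block gave 41, 26, 0, 35 and 0 (1089, 845 and 1012 unadjusted), and 10 ACTH lists, the adipocyte list among those lost (0.0185, adjusted p = 0.958). Groups fitted alone gave 97 for SHR and 8 for both. The methods' tests gave 117, 90, 5, 119 and 1 after adjustment; without it 879 at an F p of 0.02, 145 at 0.001, and 500, 376, 601 and 118 with the contrast p of 0.015. With an estimated correlation 0, 0 and 0 lists pass (3, 9 and 8 unadjusted), and fry gives 9 for SHR against ACTH. Under quantile normalization 10 lists were higher and 6 lower in SHR against ACTH (11 and 3), and heat shock genes were lost there (0.101); median centring ended the SHR skeletal muscle call (0.0575). Scalings moved the median of all probesets by at most 0.0412.

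Leaving out 1 array gave ranges of 161 to 390 (F), 102 to 214 (SHR), 33 to 133 (ACTH), 111 to 324 (SHR against ACTH) and 2 to 45 (both), and more than 1.5-fold shifts as follows. F: without ACTH 1 161, ACTH 2 223, ACTH 3 197, SHR 2 181. SHR: without WKY 1 109, WKY 3 119, ACTH 1 115, SHR 1 118, SHR 2 102. ACTH: without WKY 1 44, WKY 3 34, ACTH 1 33, ACTH 2 36, ACTH 3 40. SHR against ACTH: without ACTH 1 111, ACTH 2 174, ACTH 3 134, SHR 2 131, SHR 3 191. Both: without WKY 1 5, WKY 2 45, WKY 3 4, ACTH 1 2, ACTH 2 3, ACTH 3 5, SHR 2 11. PCR genes: 4 without WKY 3 or ACTH 1, and 10 without WKY 2. Lists: SHR 1 without SHR 2, 2 without SHR 3 and 6 without WKY 1, ACTH 14 to 20, SHR against ACTH 12 to 15. Correlation of the models ran from 0.367 without SHR 1 to 0.535 without WKY 2 (jackknife SE 0.137), grouping from 0.0176 to 0.0237 (0.0054), mean GAPDH ratios from 5.13 to 5.67 in WKY, 3.81 to 4.24 in ACTH and 3.68 to 4.47 in SHR, and mean hexokinase ratios from 1.81 to 5.40, 4.02 to 8.51 and 2.09 to 2.97. Leaving out WKY 2 and SHR 1 together, chosen after seeing the data, gave 334, 137, 158, 291 and 33.

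For single probesets, 186 named results were followed: the GAPDH covariate left 41 the same, all non-control probesets 61, scan day as a block 34 and array weights 167; of 35 list calls scan day as a block ended 12, and the GAPDH covariate ended 5.

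Array numbers do not pair the arrays: 9 same-number pairs had a residual correlation of -0.0671 to 0.128, and 1 exceeded 0.1. Replicate number as a block gave 158 for SHR, 97 for ACTH, 261 between the models and 17 for both.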

Differences from the paper's values

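For the hexokinase 3'/M ratio of SHR 3 the paper gives 3.42 and the deposited values give 0.394; no alternative set before the data were examined changes a ratio within an array.

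At its own thresholds the paper lists its probesets in Tables S1-S14; of the 868 that are not controls 831 were kept, 746 had an F p of 0.02 or less by the methods' test, the largest p being 0.198, and 335 had an adjusted F p under 0.05. The fold column headed SHR against WKY in Table S14 holds SHR against ACTH: 312 of 312 probesets lie within 0.01 of that ratio and 15 of SHR against WKY. The paper states that Rgs2 is lower in both models; its probesets gave -0.26 ± 0.14, adjusted p = 0.39 and 0.24 ± 0.27, adjusted p = 0.707 in SHR, and the same sign as stated for ACTH (-0.95 and -1.05); in the paper's Table 3 the array folds in SHR are 1.12 and 0.84, without a star, and the decrease in SHR is that of quantitative PCR (0.63). Neither passes in SHR at the methods' thresholds; the dimmer turns to -0.03 without WKY 2, and its ACTH change is called with replicate number as a block and without WKY 2, both set before the data were examined. Rgs5 in ACTH, lower in the paper, moved by -0.82 ± 0.18, adjusted p = 0.0688 and passes at the methods' thresholds. Fyn, higher in both models in the paper, gave 0.53 ± 0.15, adjusted p = 0.106 and 0.52 ± 0.15, adjusted p = 0.155, and passes at the methods' thresholds in both. Camk2d, stated as higher in SHR and lower in ACTH, gave 0.25 ± 0.14, adjusted p = 0.383 and -0.41 ± 0.14, adjusted p = 0.22; at the methods' thresholds only the ACTH change passes, and SHR against ACTH is called (0.67). Mtus1, stated as higher in SHR, gave 0.91 ± 0.20, adjusted p = 0.0507 and passes at the methods' thresholds. Cav1 is stated as higher in both models, which holds for 1 probeset, while the other gave -0.13 ± 0.21, adjusted p = 0.794 and -0.05 ± 0.21, adjusted p = 0.957; the paper's quantitative PCR gives 10.76 in SHR and 2.53 in ACTH, in the direction of the first. Ace is stated as higher in SHR, which holds for 1 probeset, while the other gave 0.03 ± 0.19, adjusted p = 0.961. Dusp1, the entry for p38 in ACTH, gave 0.76 ± 0.20, adjusted p = 0.127 and passes at the methods' thresholds. Opposite to the direction of Table 4 was 1 probeset of Igfbp5 in SHR (0.22 ± 0.29, adjusted p = 0.75), while the other Igfbp5 probeset has the stated direction (-0.55). The table's Mmn1 was read as Mmrn1 and Mmrn2; Mmrn1 has the printed direction in ACTH (1.57), so the sign of Mmrn2 (-0.10) is no contradiction. Gsk3b is listed as higher in SHR in Table 4 and coloured as lower in Figure 3A; the value here is 0.56 ± 0.15, adjusted p = 0.103, and it passes at the methods' thresholds. Ptprj is coloured as higher in SHR in Figure 3A, and here it is at least 9.82-fold lower (adjusted p = 3.65e-07). The paper gives 12 samples for the GAPDH ratios, and 9 arrays are deposited.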

Other observations

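The fat-cell test was chosen after the result was seen. Nr1d2, a partner of the clock regulator Nr1d1, was lower in ACTH beside Per1, Dbp and Nr1d1 (-1.02 ± 0.15, adjusted p = 0.0125; n = 3 arrays per group), while Cry2, a repressor of the clock, was not called (-0.11 ± 0.20, adjusted p = 0.89). Time of day was not tested as a source of these clock changes. Antiviral genes that fell were Mx2 (-1.65 ± 0.29, adjusted p = 0.0248), Oas1a, a sensor of viral RNA (-0.97 ± 0.19, adjusted p = 0.0361), Ifi27 (-1.03 ± 0.18, adjusted p = 0.0247) and Gbp2, an interferon-induced GTPase (-1.01 ± 0.18, adjusted p = 0.0269). With scan day as a block Mx2 (-1.17, adjusted p = 0.623), Oas1a (-0.51, 0.64), Ifi27 (-1.055, 0.477), Gbp2 (-0.75, 0.595) and Nr1d2 (-1.28, 0.325) were not called. Genes that rose were Clec4a3, a lectin of myeloid cells (2.36 ± 0.31, adjusted p = 0.00816), Pf4, a platelet chemokine (1.90 ± 0.30, adjusted p = 0.0149), Lyve1, a hyaluronan receptor (1.84 ± 0.28, adjusted p = 0.0128), and C1qc, of the complement system (2.34 ± 0.47, adjusted p = 0.0459). A block for scan day ends these 4 calls (2.34 ± 0.50, 1.39 ± 0.44, 0.68 ± 0.44 and 1.53 ± 0.47; adjusted p = 0.325, 0.437, 0.667 and 0.424), and macrophage genes as a list were higher in ACTH (camera adjusted p = 9.51e-10; 0.207 with an estimated correlation). Of 23 targets of the glucocorticoid receptor, 2 were called higher and 3 lower in ACTH (median -0.11, camera adjusted p = 0.327), and 6 higher and 8 lower over the list alone; Tsc22d3, a direct target, was not called (-0.68 ± 0.15, adjusted p = 0.0643).

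In SHR arteries Ifit1, an interferon-induced protein (1.27 ± 0.19, adjusted p = 0.00658), and Serping1, the C1 inhibitor (0.88 ± 0.15, adjusted p = 0.016), rose, and Klf6, a zinc finger factor, fell (-0.75 ± 0.14, adjusted p = 0.0233). Interferon-stimulated genes as a list leaned the other way from Ifit1 (median -0.24, camera adjusted p = 0.0996, 0.775 with an estimated correlation, 16 of 22 negative, and -0.40, adjusted p = 0.0124 with scan day as a block). Erg, a transcription factor of endothelium, rose (0.99 ± 0.15, adjusted p = 0.00645), Kdr, the main receptor of vascular endothelial growth factor, stayed just short of a call (0.87 ± 0.19, adjusted p = 0.0507), and Vwf fell. A block for scan day ends every call of a single gene named here: Ifit1 1.59 (adjusted p = 0.104), Serping1 0.63 (0.3), Klf6 -0.68 (0.306), Erg 1.23 (0.0858) and Vwf -1.48 (0.113).

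For the SHR changes, sequence differences between the strains under the probes are a candidate explanation. The median ratio of the change of other probesets of the same gene to that of the called ones is 0.505 (44 called probesets, 35 with the same sign); 60.3% of all genes with such probesets share the sign. Strain sequence as the cause needs under 60% with the same sign and a ratio under 0.2 of that in ACTH, and expression needs at least 75% and a ratio as high as in ACTH. For ACTH, whose rats share the WKY strain, the ratio is 0.816, so the sign meets the condition for expression, and the ratio meets neither. Strain sequence and a change in expression cannot be told apart for the genes read by 1 probeset, and a biological difference between the strains stays untested.

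Scan day could explain the ACTH changes, since all ACTH arrays share a day without WKY arrays. SHR 3, scanned with them, was set against SHR 1 and SHR 2 over the 110 called probesets, and the slope on the ACTH change is -0.0996 (interval -0.147 to -0.0539), where the day as the cause needs a slope of at least 0.5. With the day as a block the ACTH changes keep a median ratio of 1.06, which goes against the day as the slope does. Both run through SHR 3, and the estimate with the block runs through WKY 2 as well. The interval over probesets holds no variation between arrays, so the bound set for excluding the day was wrong for this design. Scan day and ACTH therefore cannot be told apart; RNA quality and cell content stay open too.

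Rbp4, Cfd, Car3 and Angptl4, with a median of 2.37 in ACTH against WKY, are made by fat cells, and more fat cells in the samples may be a source; Car3 rose in SHR too (2.34 ± 0.49, adjusted p = 0.0375), where the adipocyte list was not called (camera adjusted p = 0.499). With scan day as a block Car3 in SHR gave 1.01 ± 0.45 (adjusted p = 0.446). On its own probeset Fabp4, abundant in fat cells, had a signal of 38.8 ± 31.6 in WKY and 34.7 ± 3.88 in ACTH, and Cidea 288 ± 64.6 and 322 ± 24.8. The other 11 measured adipocyte genes have a median of 0.157, with 7 positive and 0 called lower by limma, below 0.25 of 2.37, which argues against fat cells as the whole source. The 4 genes were set apart after their rise was seen. Of them Cfd, Car3 and Angptl4 belong to the adipocyte list of 14, and Rbp4 does not. Leaving out these list members lowers the median of the rest and weakens this argument. The whole list of 14, called higher (camera adjusted p = 0.0126), has a median of 0.21. A block for scan day gives the 4 genes a median of 1.11 (Rbp4 2.29 ± 0.60, Cfd 0.90 ± 0.58, Car3 0.95 ± 0.62, Angptl4 1.27 ± 0.50, none called) and the other 11 -0.207, so scan day stays open as a source. Of the 14 measured list genes, Angptl4, Cfd, Car3, Pck1 and Acsl1 stand in other lists too, Lpl and Acsl1 in Table 4, and arteries express Lpl and Cd36.

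For the F test, 1 of 100 splits of the arrays reaches the real 373, and the highest other count is 98, in a split that keeps the SHR arrays together, so chance can be excluded. Grouping reaches 0.0202 in 1 of 100 splits (highest other 0.0130), which also excludes chance. For both models 4 of 100 splits, the real one included, reach 21 or more, the highest being 77; the other 3 set SHR arrays as the shared control against mixed groups of WKY and ACTH, which points to a structure of the samples, SHR standing apart. For the pairs of groups 10 splits are too few for a share under 0.05: 1 split reaches 186 for SHR against WKY (highest other 1), 1 reaches 110 for ACTH (0), 1 reaches 309 between the models (1), 1 reaches 17 lists in ACTH (9) and 2 reach 4 lists in SHR (4).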
